# Adaptive Regulation of Stopover Refueling during Bird Migration: Insights from Whole Blood Transcriptomics

**DOI:** 10.1093/gbe/evad061

**Published:** 2023-04-17

**Authors:** Anastasios Bounas, Chrysoula Komini, Artemis Talioura, Elisavet-Aspasia Toli, Konstantinos Sotiropoulos, Christos Barboutis

**Keywords:** candidate genes, differential gene expression, metabolism, phenotypic plasticity, RNA-seq, water homeostasis

## Abstract

Migration is one of the most energy-demanding tasks in avian life cycle. Many birds might not have sufficient fuel stores to cover long distances, so they must stop to rest and refuel at stopover sites, especially after the crossing of large ecological barriers. There, birds undergo several behavioral, morphological, and physiological trait adjustments to recover from and prepare for their journey; however, regulation of such processes at the molecular level remains largely unknown. In this study, we used transcriptomic information from the whole blood of migrating garden warblers (*Sylvia borin*) to identify key regulatory pathways related to adaptations for migration. Birds were temporarily caged during spring migration stopover and then sampled twice at different refueling states (lean vs. fat), reflecting different migratory stages (stopover arrival vs. departure) after the crossing of an extended ecological barrier. Our results show that top expressed genes during migration are involved in important pathways regarding adaptations to migration at high altitudes such as increase of aerobic capacity and angiogenesis. Gene expression profiles largely reflected the two experimental conditions with several enzymes involved in different aspects of metabolic activity being differentially expressed between states providing several candidate genes for future functional studies. Additionally, we identified several hub genes, upregulated in lean birds that could be involved in the extraordinary phenotypic flexibility in organ mass displayed by avian migrants. Finally, our approach provides novel evidence that regulation of water homeostasis may represent a significant adaptive mechanism, allowing birds to conserve water during long-distance flight, mainly through protein catabolism.

**Significance**

Despite the wealth of information available about migration physiology, there is little known about how migration is seasonally controlled at the molecular level. Comparing gene expression at specific stages of avian migration can allow the identification candidate genes and potential regulatory pathways. However, sampling for tissue-specific gene expression is often destructive, so the same individuals cannot be assessed at different states. Here, using a whole blood transcriptomic approach, we were able to identify genes that were previously found to be expressed in specific tissues and furthermore provide additional genes involved in a wide range of functions and identify novel pathways that represent significant adaptive mechanisms such as migration at high altitudes, phenotypic flexibility in organ mass, and water conservation during long-distance flight.

## Introduction

Every year, billions of birds cover enormous distances between their breeding and wintering grounds. Migration is an integral part of the annual cycle of many bird species, evolved as an adaptive response to seasonal environments, allowing birds to take advantage of spatially segregated, seasonally abundant food resources (Newton 2007; Pulido 2007). Those seasonal movements regularly involve the crossing of vast ecological barriers such as deserts, mountain ranges, and large water bodies. In the western Palaearctic migration system, most trans-Saharan passerine migrants have to cross both the Sahara Desert and the Mediterranean Sea that can be considered as one combined ecological barrier because there are hardly any possibilities to refuel during crossing (Biebach 1990). Therefore, birds should be energetically prepared for this demanding task (Fransson et al. 2008; Bayly et al. 2012).

The increased energetic demands associated with migration can be a major obstacle for many birds as they might not have sufficient fuel stores to cover long distances, so they must stop and replenish their energy reserves periodically. Stopovers are an important component of migration allowing birds to rest and refuel. Nevertheless, they must be precisely timed and coordinated to maximize fitness; birds must efficiently deposit fuel and at the same time maintain an optimal travel schedule that allows them to arrive early at the breeding grounds (Alerstam and Lindström 1990; Alerstam 2011). However, the decision of when to stop is not always facultative. Large barriers such as the Mediterranean Sea and the Sahara Desert can force a migrant to a nonstop flight until reaching the other side. Passerines arriving with severely depleted fuel reserves, after crossing this large ecological barrier, have been reported in central and eastern areas of the Mediterranean (Moreau 1969; Barboutis et al. 2022). Undoubtedly, the most obvious and perhaps the most important function of stopovers is to accumulate energy, allowing depleted birds to resume their flight after building fat and protein fuel reserves that have been used (Jenni and Jenni-Eiermann 1998; Schwilch et al. 2002). However, stopovers can also serve as periods during which migrants recover physiologically from the preceding migratory endurance flight including muscle repair, organ recovery, hyperthermia, water stress, oxidative balance, and constitutive immune function (Guglielmo et al. 2001; Eikenaar, Hegemann, et al. 2020a; Schmaljohann et al. 2022).

To prepare for migration, a significant number of behavioral, morphological, and physiological trait adjustments must be made to develop the so-called migration phenotype (Åkesson and Hedenström 2007; Ramenofsky and Wingfield 2007). These changes are characterized by a high degree of phenotypic flexibility, which is the norm rather than the exception in migratory birds (Piersma and Drent 2003). Before departure, birds develop hypertrophy of heart, flight and skeletal muscles, and organs that can support endurance flight (Piersma 1998) and are reduced in size by catabolism during the journey, thus providing fuel through amino-acid deamination (Jenni and Jenni-Eiermann 1998; Bauchinger and Biebach 2005). The main sources of energy required to support bird flight include lipids, proteins, ketone bodies, and carbohydrates. Multiple biochemical alterations are involved to the transport and metabolism of these fuels (Landys et al. 2005), whereas organs that augment feeding including the gizzard, intestine, liver, and kidneys enlarge during stopovers but shrink during flight when food intake and digestion are inactive (Landys-Ciannelli et al. 2003). In cases that individuals migrate long distances without available water sources, osmoregulatory adjustments are further required to conserve water. Lipid oxidation and protein catabolism are the two main processes that may contribute to water balance (Ramenofsky and Wingfield 2007).

Despite the wealth of information available about migration physiology, there is little known about how migration is seasonally controlled at the molecular level. The advance of RNA sequencing technology made it possible to actually investigate the differential expression of genes across the genome of migratory and resident individuals or seasonal differences of gene expression in migratory birds, targeting a better understanding of the genetic underpinnings of bird migration (Kraus and Wink 2015; Merlin and Liedvogel 2019). Comparing gene expression at specific stages of avian migration provides an opportunity to identify a large number of genes and potential regulatory pathways involved in important aspects of a species’ life history.

In this study, we used transcriptomic information from whole blood of migrating garden warblers (*Sylvia borin*) to identify key regulatory pathways related to adaptations for migration. Birds were temporarily caged during spring migration under ad libitum food conditions and then sampled twice at different refueling states (lean vs. fat), reflecting different migratory stages (stopover arrival vs. departure) after the crossing of the extended ecological barrier formed by the Sahara Desert and the Mediterranean Sea, in order to identify genes potentially associated with fuel accumulation and/or recovery of physiological processes. This approach will allow us to gain new insights into the molecular mechanisms controlling migration. Except from identifying candidate genes for future functional studies and orthologous gene groups that could be of interest in human metabolic studies, our results could be used to significantly aid the conservation of this fascinating albeit disappearing (Wilcove and Wikelski 2008) aspect of avian life, migration.

## Results

We were able to sequence the whole blood transcriptome of 10 garden warblers before and after refueling (lean vs. fat condition). 

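Whole blood was taken from each of 10 garden warblers on day 1 of the stopover, when the birds were lean, and on day 5, when they were fat, which gave 10 lean and 10 fat libraries. Avian whole blood holds nucleated erythrocytes, thrombocytes and white cells, and the libraries mix their RNA. The authors sequenced the libraries, mapped the reads to the zebra finch genome with STAR and estimated expression with StringTie, and they deposited 1 table per library with the coverage of each annotated gene, its FPKM (scaled for gene length and library size) and its TPM (scaled to the same total in every library). The tables held between 20980 and 20994 lines for 20898 gene symbols, and lines that shared a symbol were summed. The tables give no read counts, so the count model that the authors ran on read counts was not used here. FPKM values were divided by median-of-ratio factors, which were 1.14 ± 0.0758 in lean libraries and 0.925 ± 0.117 in fat libraries (SD, n = 10 each), and genes with a mean deposited FPKM of at least 0.1 were analyzed as log2(FPKM + 0.1). This left 7800 genes, and fold changes on this scale understate the change of genes with low values. Lean and fat libraries were compared with limma, with a trend of the variance on expression and Benjamini-Hochberg adjustment over all genes analyzed. Depth was judged from the ratio of coverage to FPKM, as its median over the lines with an FPKM above 1. This put between 0.882 and 4.71 gigabases of aligned reads in each library, with a median of 1.66 gigabases in lean and 2.34 gigabases in fat libraries. The number of reads behind a gene's value is not given and was not estimated from its coverage. A value of 0 was read as listed at 0 and not as absent, because 149 symbols with a median FPKM above 2 over the libraries were listed at 0 in at least 1 library, 43 of them in the lean library of bird 8. On simulated data of the same size and spread, this comparison recovered 84% of genes changed by 2 on the log2 scale, 32.5% of those changed by 1 and 1.5% of those changed by 0.5. The bird codes in the sample labels matched Table S1 for 8 birds and differed for birds 8 and 10, whose libraries were paired by the labels.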

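Body mass, as listed for each bird in Table S1, was 14.6 ± 0.425 g on day 1 and 18.6 ± 1.24 g on day 5 (SD, n = 10 birds). Each of the 10 birds gained mass, by between 12.9% and 38.5% of its lean mass. The mean gain of 4.02 ± 1.14 g (SD, n = 10) was 27.6% of the mean lean mass and larger than the spread between birds (exact sign-flip test over the 10 birds, two-sided p = 0.00195, the smallest p that 10 birds allow). With each bird left out in turn, the gain stayed between 26.4% and 29.2%.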

All birds exhibited an increase in body condition as shown by the 28% increase in body mass (paired *t*-test *P* < 0.0001; fig. 1*A*; supplementary table S1, Supplementary Material online) thus confirming our condition classification. We expect body mass to be an accurate index of refueling condition as it exhibits a strong correlation with fat mass (Labocha and Hayes 2012). To identify patterns of differential gene expression, an average of ∼62 million reads per individual were assembled and mapped with reference to zebra finch genome, and we retrieved a total of 11,891 genes for which we were able to quantify expression levels (supplementary table S2, Supplementary Material online).

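Table S1 lists 62.4 ± 20.0 M reads per library after filtering (SD, n = 20; M, megareads), with 65.5 ± 24 M in lean and 59.3 ± 15.8 M in fat libraries, a difference within the spread (exact sign-flip test, two-sided p = 0.695, n = 10 birds). The share of uniquely mapped reads in that table was lower in lean libraries, 21.3 ± 3.09% against 26.2 ± 1.39% in fat libraries (SD, n = 10 each). It was higher when fat in 9 of 10 birds (exact sign-flip test, p = 0.00586, or 0.0107 after Benjamini-Hochberg adjustment over the 11 library measures compared). In the deposited tables, 12705 symbols had an FPKM above 0 in at least 1 library and 4487 in every library. Lean libraries listed 7937 ± 568 symbols above 0 and fat libraries 7226 ± 344 (SD, n = 10 each), with fewer in the fat library of 8 of 10 birds (exact sign-flip test, p = 0.0195, adjusted 0.0307). The adjusted p was 0.0614 without bird 1, 6, 7 or 10 and 0.0552 without bird 5. Symbols with an FPKM of at least 1 numbered 4737 ± 316 in lean and 4146 ± 192 in fat libraries, and were fewer in the fat library of all 10 birds (exact sign-flip test, p = 0.00195, adjusted 0.00716).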

**Fig. 1.**
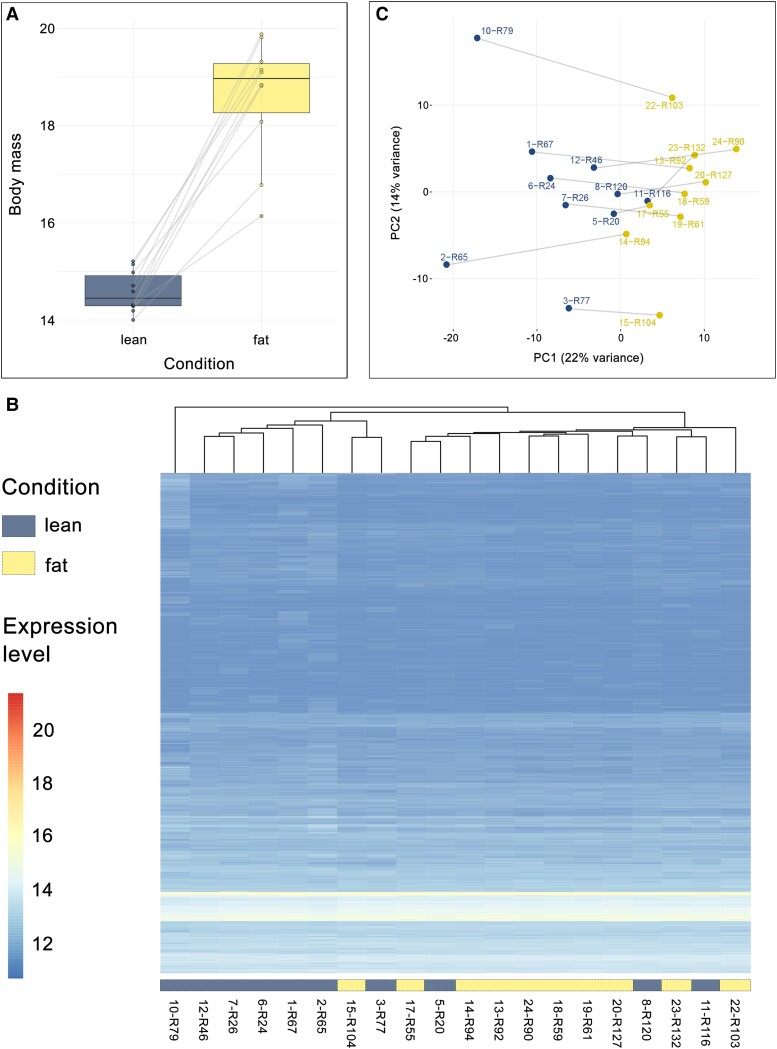
Phenotype and overall gene expression patterns in the whole blood of garden warblers. (*A*) Boxplot showing body mass measurements of individuals belonging in the two condition groups explored (lean vs. fat). Lines connect each paired sample (samples from the same individual). (*B*) Heat map showing relationships among samples based on all expression data. (*C*) Principal components (PC1 and PC2) for the gene expression data after VST. (*D*) Graphical representation of the clustering of 50 most expressed genes.

Total gene expression profiles largely reflected the two experimental conditions (fig. 1*B*); however, some within-condition variation in their expression can be observed. 

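For each of the 20 libraries the nearest other library was found by Euclidean distance over the 7800 genes. It came from the same condition for 11 libraries, with a one-sided p of 0.327 when labels were permuted over all libraries (20000 permutations), and from the same bird for 6 libraries (p = 0.00015). The nearest library of those 6 is always of the other condition, and among the other 14 libraries 11 shared the condition. When labels were swapped within birds in all 1024 ways, a test chosen after the values were seen, the one-sided p was 0.0547, and it ran from 0.00781 to 0.0625 over the alternatives run. Under complete linkage, both libraries of a bird joined each other first for 3 of the 10 birds. With FPKM as deposited, without median-of-ratio scaling, 15 libraries had their nearest neighbor in the same condition (p = 0.0217) and 3 in the same bird (p = 0.0227).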

In fact, most individuals within each condition formed well-defined clusters, except for four samples (two individuals in both conditions) that clustered together. This within-condition variation is rather unsurprising because our opportunistic sampling of birds during migration could involve birds that originate from different natural populations. This can be further seen in the principal component analysis of all samples using all normalized expression data after variance stabilization transform (VST) that showed that the two groups differentiate in space along the PC1 axis, explaining 22% of the variation, whereas PC2 seems to differentiate the different individuals (fig. 1*C*). 

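In a principal component analysis of the log2 values of the 7800 genes, PC1 held 16.4% and PC2 11.2% of the variance. PC1 scores were −25.8 ± 31.0 in lean and 25.8 ± 14.7 in fat libraries (SD, n = 10 each; permutation test with 100000 resamples, two-sided p = 8e-05), and the fat library of each of the 10 birds had the higher score. PC1 held between 13.8% (pseudocount 0.01) and 21.4% (TPM as deposited) under the other settings, and the separation stayed past the threshold in each. PC2 scores did not differ between the conditions beyond the spread (permutation test, p = 0.378). The PC2 scores of a bird's lean and fat libraries rose together across the 10 birds (Pearson r = 0.87, permutation p = 0.00049; Spearman rho = 0.90, permutation p = 0.00099; Benjamini-Hochberg adjusted 0.00147 and 0.00297 over the 3 components examined), and without the 2 birds farthest from the median r was 0.69. For PC1 the same relation had r = 0.43 (permutation p = 0.212) and rho = 0.20 (permutation p = 0.581), with r = −0.41 without the 2 farthest birds.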

The topmost abundant genes expressed in the whole blood of garden warblers during migration (supplementary table S2, Supplementary Material online) have previously been implicated in the establishment of the migratory phenotype including genes involved in oxygen transport and binding, iron homeostasis, and angiogenesis.

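The 10 genes with the highest TPM in each library took together 81.0 ± 3.14% of all TPM in lean and 84.3 ± 1.79% in fat libraries (SD, n = 10 each). By mean normalized FPKM LOC100190585 ranked first, with 52.9 ± 4.11% of TPM in lean and 55.6 ± 3.01% in fat libraries. In the coordinates of the tables it runs from 114099479 to 114100991, 2238 bases from the embryonic globin gene HBE1 on the same sequence. HBE1 itself ranked 10 and the α-globin gene HBAA ranked 2. Globin genes resemble each other, and how the estimation divided shared reads among them is not given in the sources used here. FTH1, the ferritin heavy chain gene that stores iron, ranked 3 with 2.70 ± 1.04% of TPM in lean and 1.72 ± 0.378% in fat libraries. Its normalized FPKM differed little between the conditions, with a log2 fold change (fat over lean) of −0.16 (standard error 0.22, adjusted p = 0.696 from limma with Benjamini-Hochberg adjustment). LOC100229126 followed at rank 4. LOC116807670, LOC116807671, LOC116807673, LOC116807674 and LOC116807675, which lie between positions 77920 and 132148 of 1 sequence, held ranks 5 to 9, and some had nearly equal mean values in lean libraries, 10132 for LOC116807673 and 10103 for LOC116807674, and 7674 for LOC116807671 and 7653 for LOC116807670, so their single values are uncertain. LOC100224950, LOC100222646, FAU, RPL26L1 and RPL37 completed the 15 most abundant genes.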

We found 1,167 significant differentially expressed genes (DEGs) between refueling states (fig. 2*A* and *B*; supplementary table S2, Supplementary Material online), with 277 upregulated and 890 downregulated in fat birds, providing evidence for change in regulation of metabolic pathways within individuals related to refueling before continuing migration. 

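Of the 7800 genes analyzed, 371 differed between lean and fat birds at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, n = 10 libraries per condition), of which 255, or 68.7%, were lower in fat birds and the others higher. The split depends on the scaling, with 97.1% of calls lower in fat birds with FPKM as deposited, 98.6% with TPM as deposited and 58.8% with quantile normalization. At an unadjusted p under 0.05 there were 1731 genes. The median log2 fold change (fat over lean) of all 7800 genes was −0.10. With bird as a term in the model, which compares the libraries of the same bird, 1034 genes differed, 404 higher and 630 lower in fat birds, and 369 of the 371 genes were among them. The count fell most with the uniquely mapped share as a covariate, when 0 genes passed in limma after adjustment and 691 had an unadjusted p under 0.05. Leaving out 1 bird at a time gave 119 genes without bird 1, 154 without bird 2, 220 without bird 3, 311 without bird 4, 123 without bird 6, 171 without bird 7, 154 without bird 8, 400 without bird 9 and 73 without bird 10, and without bird 5 there were 38 higher and 65 lower in fat birds. The 5 largest rises among genes called that moved the same way in at least 9 birds with a mean of at least 1 were in SDHD, P4HA2, HSP90AA1, OXSM and HSPH1, with log2 fold changes of 2.00, 1.98 and 1.94 for SDHD, P4HA2 and HSP90AA1 and 1.61 for OXSM. The 5 largest falls were in LOC115491518, LOC115491517, LOC115497806, TRNAG-GCC and LOC100223994, each listed at 0 in some fat libraries. Of the paper's Table S2, the first 1999 of 11891 rows were used, which hold all 1167 genes the paper calls. Of these, 918 passed the expression filter and 917 of them moved in the paper's direction. The paper called these genes on the same libraries, so the shared direction is not independent evidence. Of the 890 genes that the paper calls lower in fat birds, 247 had a mean FPKM below 0.1, and the median base mean of all 890 in the paper's table was 14.5. The paper takes its own count as evidence that metabolic pathways are regulated differently within individuals in relation to refueling.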

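Among the genes of calcium handling, heart and vascular muscle contraction that the paper lists (ATP2A3, PRKCE, TPM4, CALM2 and others), 12 of 18 passed the expression filter and 11 of these were lower in fat birds, all but CALM2. ATP2A3, PRKCE and TPM4 were called over all genes, and 12 passed when adjusted over the list alone. The lists were chosen by the study on these libraries, so the second count is not independent evidence. ATP2A3, a calcium pump, was lower in fat than in lean libraries in all 10 birds, 4.13 ± 1.65 against 7.48 ± 2.93 normalized FPKM (SD, n = 10; adjusted p = 0.0486 from limma with Benjamini-Hochberg adjustment). PRKCE ranged from 0.115 to 3.87 in lean libraries and was listed at 0 in 3 fat libraries. For the mitogen-activated protein kinase (MAPK) genes of Table S3, 26 of 36 were analyzed and 24 were lower in fat birds, with 8 called lower and HSPA8, looked up after its value was seen, called higher, and 25 passed when adjusted over the list alone. GADD45B fell from 1501 ± 1004 to 292 ± 98.9 normalized FPKM, lower in all 10 birds, with a log2 fold change of −2.09 (standard error 0.36, adjusted p = 0.00373 from the same test). NR4A1 fell by 2.48 on the log2 scale (adjusted p = 0.0263) and INSR by 1.48 (adjusted p = 0.0231). For the focal adhesion genes, 24 of 30 were analyzed, 23 were lower in fat birds and 9 were called, with 23 passing when adjusted over the list alone. ACTB fell from 280 ± 128 to 109 ± 42.2 normalized FPKM, a log2 fold change of −1.33 (adjusted p = 0.00685), FN1 by 2.13 (adjusted p = 0.0153) and ILK by 1.13 (adjusted p = 0.0287), each lower in all 10 birds.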

To evaluate these transcriptional signatures, we identified several downregulated pathways (fig. 2*C*; supplementary table S3, Supplementary Material online), enriched with genes associated with glycan metabolism (glycosaminoglycan [GAG] biosynthesis; *CSGALNACT2*, *CHST15*, *CSGALNACT1*, *UST*, *DSE*, and *CHSY1*), circulatory system regulation including adrenergic signaling in cardiomyocytes, cardiac muscle and vascular muscle contraction (*ATP2A3*, *TPM4*, *TPM1*, *CACNA2D3*, *CACNA2D1*, *CACNB2*, *RYR2*, *CACNA1C*, *TPM2*, *CACNA2D2*, *ASPH*, *MAPK1*, *CALCRL*, *KCNMA1*, *PLA2G4A*, *PLCB4*, *PRKCE*, and *CALM2*), several signaling pathways involved in environmental information processing (Apelin signaling pathway, MAPK signaling pathway, FoxO signaling pathway, and Wnt signaling pathway), and genes involved in several cellular processes (focal adhesion, adherens junction, and tight junction). On the other hand, enriched pathways found to be upregulated in fat birds are involved in translation and protein processing including ribosome biogenesis (*RPL36*, *RPL38*, *MRPS17*, *RPS24*, *RPL36A*, *RPS21*, *RPL5*, *RPL27A*, *RPS13*, *MRPL28*, *MRPL2*, *RPL39*, *RPS3A*, *RPS8*, *RPL15*, *SMARCAL1*, *RPS20*, *RPS15*, *RPL24*, *RPS7*, *RPL31*, *RPLP0*, *RPS16*, *RPL21*, *RPL30*, *RPLP2*, *RPL7*, *FAU*, *RPL35*, *RPS27A*, *RPS27*, and *MRPL15*). 

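Of the 32 genes in this list, 30 were higher in fat birds and 17 were called over all genes, while 31 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Their median log2 fold change (fat over lean) was 0.68, and the median was above 0 in each of the 10 birds, from 0.03 to 1.01. RPS21 lay between 88.2 and 333 normalized FPKM in lean and between 263 and 562 in fat libraries (n = 10 each), a log2 fold change of 1.38 (standard error 0.22, adjusted p = 0.00275 from limma with Benjamini-Hochberg adjustment), and was higher in 9 of 10 birds. RPL5 rose by 0.83 (standard error 0.15, adjusted p = 0.004) and RPL7 by 0.91 (standard error 0.17, adjusted p = 0.00532), each in all 10 birds. FAU and MRPL15 moved the other way, FAU with a log2 fold change of −0.74 (standard error 0.25, adjusted p = 0.0778), and Table S2 of the paper also has FAU lower in fat birds, at −0.81 (adjusted p = 0.00846). Over all 71 ribosomal protein genes analyzed, a list not chosen on these libraries, 61 were higher in fat birds and the median log2 fold change was 0.44 (camera with a preset correlation of 0.01, adjusted p = 3.03e-19 over the 11 lists tested). The call holds under fry (adjusted p = 0.005) and does not hold when the correlation between the genes is estimated (adjusted p = 0.0636). The tally depends on the scaling. With FPKM as deposited 50 of the 71 were higher in fat birds with a median of 0.13, and with TPM as deposited 38 were higher with a median of 0.03, 1 called higher and 4 called lower. The median of these genes was higher in fat libraries in 8 of 10 birds, 0.44 ± 0.42 (SD over birds), and lower in birds 1 and 2. From the upregulated lists, the paper states that translation and protein processing are raised in fat birds.

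**Figure D1:**
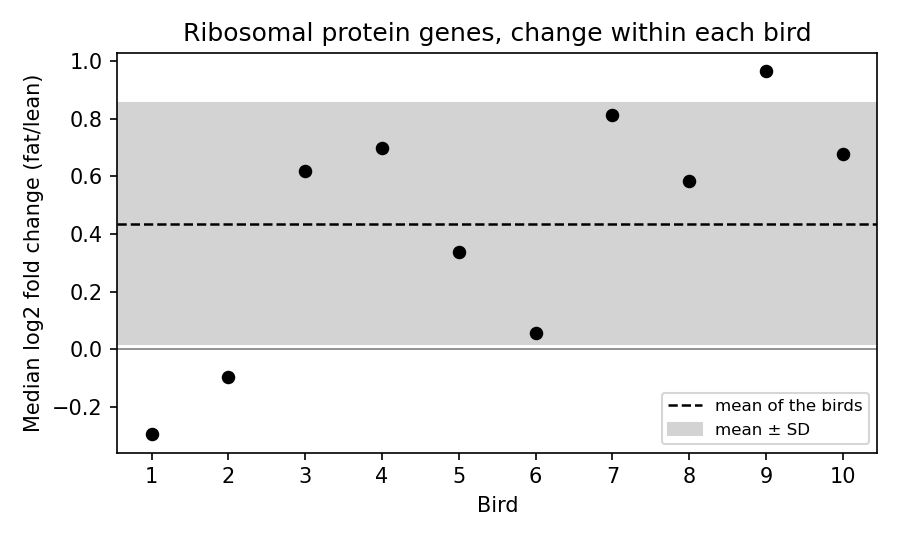
Median log2 fold change (fat over lean) of the 71 ribosomal protein genes within each bird, 1 point per bird, with the mean of the birds as a dashed line and the mean ± SD as a grey band. The points run from −0.30 in bird 1 to 0.96 in bird 9.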

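KNDC1, SPTLC3, PROM1, TRPS1 and OLFML2B were all detected in more lean than fat libraries, most at the edge of detection. KNDC1 was above 0 in 3 lean libraries, up to 0.504 normalized FPKM, and listed at 0 in all 10 fat libraries. SPTLC3 was above 0 in 3 lean libraries and 1 fat library, up to 0.667 and 0.0503. The mean of each was below the expression filter, so neither entered the test, and neither was called by limma without the filter. PROM1 was above 0 in 7 lean libraries, up to 1.27, and OLFML2B in 8, up to 1.22, while both were listed at 0 in all 10 fat libraries (adjusted p = 0.0786 and 0.051 from limma with Benjamini-Hochberg adjustment). With bird in the model OLFML2B passed (adjusted p = 0.0363) and PROM1 did not (adjusted p = 0.0574). TRPS1, a transcription factor, was far higher than the others and varied widely within each condition, from 0.00311 to 36.8 in lean libraries and from 0 to 15.4 in fat libraries (median 9.71 and 0.0794), a difference within the spread (adjusted p = 0.252).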

Overall, top DEGs between conditions (fig. 2*D*) included genes upregulated in lean birds that are involved in cellular senescence (*KNDC1*), sphingolipid biosynthesis (*SPTLC3*), photoreception (*PROM1*), and transcription factors and signaling proteins (*TRPS1*, *OLFML2B*). 

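P4HA2, DCAKD, PDHX, URB2, SDHD, PTCD2 and DNAJB5 were all higher on average in fat birds, and 5 of the 7 were called over all genes. P4HA2 rose from 3.43 ± 2.25 to 13.6 ± 9.03 normalized FPKM (SD, n = 10 each) and was higher in fat libraries in all 10 birds (standard error of the log2 fold change 0.44, adjusted p = 0.0167 from limma with Benjamini-Hochberg adjustment). PDHX rose from 1.56 ± 0.504 to 4.34 ± 1.54 (standard error of the log2 fold change 0.23, adjusted p = 0.00275), also in all 10 birds. URB2 was above 0 in 5 lean libraries, up to 0.181, and in all 10 fat libraries, from 0.104 to 0.444 (adjusted p = 0.0343). PTCD2 was above 0 in 4 lean libraries, up to 0.706, and in all 10 fat libraries, from 0.377 to 1.17 (adjusted p = 0.0198). SDHD ranged from 0 to 2.17 in lean and from 0.855 to 8.65 in fat libraries (adjusted p = 0.0486). DNAJB5 was above 0 in 6 lean libraries, up to 0.541, and in all 10 fat libraries, up to 1.19, and was not called (adjusted p = 0.0962). DCAKD was above 0 in 5 lean and 7 fat libraries, up to 1.38 and 2.01, a difference within the spread (adjusted p = 0.434).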

Top upregulated genes in fat birds are involved in metabolic processes (*P4HA2* oxidoreductase, *DCAKD* involved in ATP binding, and *PDHX* in acyltransferase activity), in translation and protein synthesis (*URB2* and *SDHD*), and in organ development (*PTCD2*) including a heat shock protein (*DNAJB5*) that serves as a main regulator of heart hypertrophy, thus reflecting functional states at the two stages of migration stopover, arrival (when birds are lean) and departure (when birds are fat).

**Fig. 2.**
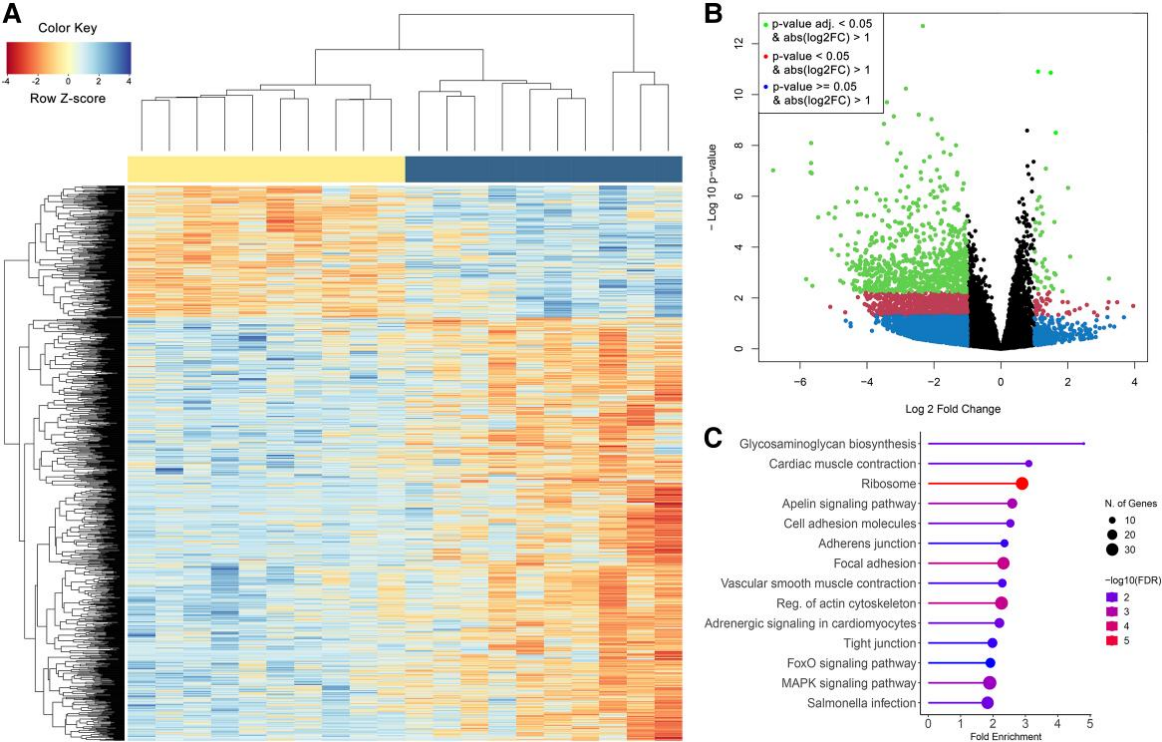
Transcriptome-wide differential gene expression analyses. (*A*) Heat map of 1,167 DEGs between the two refueling states. Scaled expression values show upregulated (positive z-score) and downregulated (negative z-score) genes. Dendrogram groups correspond to fat (left) and lean (right) refueling states. (*B*) Volcano plot of the distribution of all DEGs, depicting the log2fold change and negative log10 nominal *P*-value for all the expressed genes. Points colored green, red, and blue indicate genes with an adjusted *P* > 0.05, *P* > 0.05, and *P* < 0.05, respectively. (*C*) The top enriched KEGG pathways for DEGs. Lollipop diagrams show fold enrichment, significance (False Discovery Rate in log10), and number of genes in each pathway. The *P*-values are adjusted using Benjamini–Hochberg correction and the cutoff is 0.05. (*D*) Boxplots of DEGs (upregulated in lean state, top half; upregulated in fat state, bottom half) in the whole blood of garden warblers with the highest fold changes in expression between states.

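The network was built anew from the methods the paper gives (signed, soft power 8, minimum module size 30, merging at 0.25) on the median-of-ratio normalized FPKM of the 7800 genes, without log transformation. The WGCNA package was not used and its branch cutting was coded again, so modules carry no color and need not hold the paper's genes. On simulated data the code found all 4 planted blocks apart and recovered 100% of their genes, but took in unrelated genes as well, so that a planted block made up between 31.7% and 42.9% of its module. The simulated values were normally distributed, without single libraries of very high values. They therefore cannot show how the code performs on FPKM without log. In the deposited data 34 branches merged into 21 modules, and 4100 genes fell in none. With Spearman in place of Pearson correlation there were 37 modules. In 15 of the 21 modules, 1 library carried more than 50% of the squared eigengene.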

The weighted gene coexpression network analysis (WGCNA) identified 22 coexpression modules of highly interconnected genes (fig. 3*A*). Correlation of module eigengene (ME) values with the refueling state identified three significant modules (Bonferroni correction *P* < 0.002; fig. 3*B*): The green module showed a significant positive correlation with the fat state (*r* = 0.75) with 483 genes. 

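Among the modules whose eigengene was higher in fat birds, 2 came nearest to the thresholds the paper sets. A module of 130 genes had a Spearman rho with the fat state of 0.69 (permutation p = 0.0014, Bonferroni adjusted 0.0294 over 21 modules, n = 20 libraries), and a module of 266 genes a rho of 0.61 (permutation p = 0.0067, Bonferroni adjusted 0.141). Neither passed an absolute correlation above 0.7. These permutations treat the 20 libraries as independent, and none was run within birds for modules. The eigengenes of a bird's lean and fat libraries had a rho of 0.64 in the module of 130 genes and 0.36 in that of 266. The fat library of bird 8 carried 61.1% of the eigengene of the first. When the network was built on log2 values, a module of 250 genes had a rho of 0.83 (permutation p = 3e-05, Bonferroni adjusted 0.00075), between 0.82 and 0.87 with each bird left out in turn.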

Black and brown modules showed significant correlation with the lean state (*r* = −0.8 and *r* = −0.78) with 2,171 and 1,367 genes, respectively (fig. 3*C*; supplementary table S4, Supplementary Material online). 

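Of the 21 modules, 2 passed both an absolute correlation of 0.7 and a Bonferroni adjusted p of 0.05, and both were higher in lean birds. Module 1 held 745 genes and had a Spearman rho with the fat state of −0.78 (permutation p = 0.0002, Bonferroni adjusted 0.0042, n = 20 libraries). Module 2 held 344 genes and had a rho of −0.71 (permutation p = 0.001, Bonferroni adjusted 0.021). With each bird left out in turn, rho stayed between −0.82 and −0.76 for module 1 and between −0.85 and −0.67 for module 2. Single libraries dominated both eigengenes. The lean library of bird 2 carried 68.0% of the squared eigengene of module 1, and the lean library of bird 8 carried 82.6% of that of module 2. Because Spearman correlation uses ranks, these libraries weigh no more than the others in rho itself. Ranks do not remove their weight in the choice of the genes of each module or in its eigengene. From such correlations, the paper concludes that its black and brown modules are associated with the lean state.

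**Figure D2:**
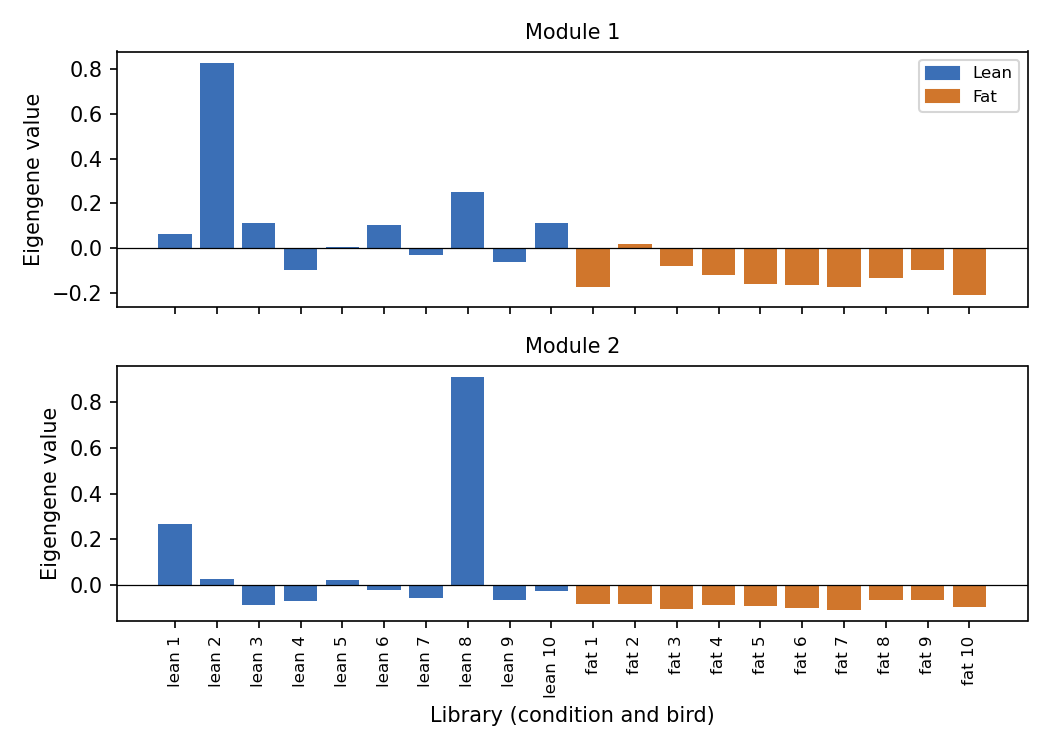
Eigengene value of module 1 (745 genes, top) and module 2 (344 genes, bottom) in each library, with lean libraries in blue and fat libraries in orange. The lean library of bird 2 reaches 0.825 in module 1 and the lean library of bird 8 reaches 0.909 in module 2, and apart from the fat library of bird 2 in module 1 (0.019) the fat libraries lie below 0.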

Genes included in the green module are involved in protein processing including ribosome biosynthesis and ubiquitin-mediated proteolysis (supplementary table S5, Supplementary Material online). 

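Of the 32 ribosome genes that the paper names, 20 fell in modules of the rebuilt network, 18 of them in modules with a positive correlation with the fat state and 2 in modules with a negative one. The module of 130 genes took 8 of them, more than any other. In the network of log2 values, 24 of the 32 lay in the module of 250 genes. All 8 hub genes that the paper names for the fat state (UBE2D3, TRIP12, TSC1, USP4, USP8, CELF1, QKI and AKIRIN2) lay together in the module of 266 genes, and in the network of log2 values 5 of the 8 lay in 1 module, of 168 genes.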

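Of the carbohydrate metabolism genes named by the paper for its black module (ADPGK, PKM, ENO1, HK1, GAPDH and others), 13 of 17 passed the expression filter. Of these, 12 were lower in fat birds, all but PGM1, with a median log2 fold change (fat over lean) of −0.98, and 9 of the 13 fell in module 1, of which the lean library of bird 2 carried 68.0%. In the network of log2 values 5 of the 13 lay in a module of 406 genes higher in lean birds and 8 in no module. ENO1, PKM, GAPDH, ALDH7A1 and ALDOC were called over all genes, and 7 passed when adjusted over the list alone, which is not independent evidence because the list comes from these libraries. The enolase gene ENO1 fell from 5.70 ± 1.77 to 2.46 ± 0.860 normalized FPKM (SD, n = 10 each), a log2 fold change of −1.21 (standard error 0.22, adjusted p = 0.00635 from limma with Benjamini-Hochberg adjustment). PKM fell by 1.78 (standard error 0.38, adjusted p = 0.0132), and both were lower in fat libraries in all 10 birds. GAPDH fell from 30.4 ± 17.2 to 10.9 ± 4.56, lower in 9 of 10 birds (adjusted p = 0.0153). Of the 24 focal adhesion genes analyzed, 12 fell in module 1 and 3 in module 2, and on log2 values 14 fell in the module of 406 genes. Module 1 also held 8 of 11 thrombocyte markers and 7 of 11 monocyte and heterophil markers. On log2 values the module of 406 genes held 10 and 3 of them. Whether these modules follow the mix of blood cells or a change within cells was not tested.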

Genes in the black module are mainly involved in cellular processes such as regulation of actin cytoskeleton and focal adhesion albeit coexpressed with genes involved in carbohydrate metabolism (*ADPGK*, *PKM*, *ENO1*, *ACSS2*, *HK1*, *GPI*, *PFKP*, *PGK1*, *ALDH7A1*, *ENO4*, *PGM1*, *BPGM*, *GALM*, *GAPDH*, *ALDOB*, *ALDOC*, and *PGM2*; supplementary table S5, Supplementary Material online). Finally, genes in the brown module are involved in muscle tissue development (*NOTCH1*, *HLF*, *GTF3C5*, *ALDH1A2*, *HDAC4*, *EYA2*, *MYLK2*, *EGR1*, *CHRNA1*, *GREM1*, *RYR2*, *RARB*, *MAFF*, *SAV1*, *BMP4*, *DSP*, *FGF20*, *CITED2*, *ACTN2*, *MEGF10*, *PRKAA1*, *ISL1*, *GATA6*, *BVES*, *NRG1*, and *Pax5B*; supplementary table S5, Supplementary Material online). 

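Of these 26 genes, 10 passed the expression filter and all 10 were lower in fat birds, with a median log2 fold change of −0.65. MAFF and HDAC4 were called over all genes, and the same number, 2, passed when adjusted over the list alone. MAFF ranged from 0.42 to 3.8 normalized FPKM in lean libraries and was listed at 0 in 4 fat libraries, with up to 0.433 in the others (adjusted p = 0.00275 from limma with Benjamini-Hochberg adjustment). HDAC4 ranged from 0.139 to 0.475 in lean libraries and was listed at 0 in 2 fat libraries, with up to 0.215 in the others (adjusted p = 0.0376). ALDH1A2 was above 0 in 6 lean and 2 fat libraries and was not called (adjusted p = 0.131). The other 15 genes held in the tables had a mean FPKM below 0.1. Over the 25 genes held, 20 were above 0 in more lean than fat libraries and 2 in more fat libraries. In the network, 3 of the 10 fell in module 2, 1 in module 1 and 3 in no module, and on log2 values 5 fell in no module.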

Based on a kME > 0.8 and gene significance (GS) *P* < 0.05, we identified 38 hub genes significantly expressed in the green module, 101 hub genes in the black module, and 19 hub genes in the brown module (fig 3; supplementary table S4, Supplementary Material online). 

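The text of the paper does not define its gene significance (GS). Here GS was taken as the Spearman correlation of a gene's FPKM with the state, which the paper uses for eigengenes. It was computed from the deposited tables. Of the first 1999 rows of Table S4, which do not reach its end, 1914 could be matched by symbol. GS had the paper's sign for 1715 of them and lay within 0.1 of the paper's value for 1288. For the 99 hub genes of the black module held in these rows, GS had the paper's sign in all 99 and ranged from −0.85 to −0.33, with a median of −0.64. The paper chose them partly by GS on the same libraries, so the shared sign is not independent evidence.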

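Of the 99 black module hub genes held in the first part of Table S4, 97 passed the expression filter and 56 of these were called higher in lean birds over all 7800 genes (limma with Benjamini-Hochberg adjustment). Of the 8 hub genes named for the fat state, UBE2D3 and AKIRIN2 were called, both higher in fat birds. The study chose all these hub genes on the same libraries, so neither count is independent evidence.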

Hub genes in the green module contain 25 DEGs found to be upregulated in fat birds, whereas hub genes in the black and brown module contain 89 and 15 DEGs respectively, found to be upregulated in lean birds.

**Fig. 3.**
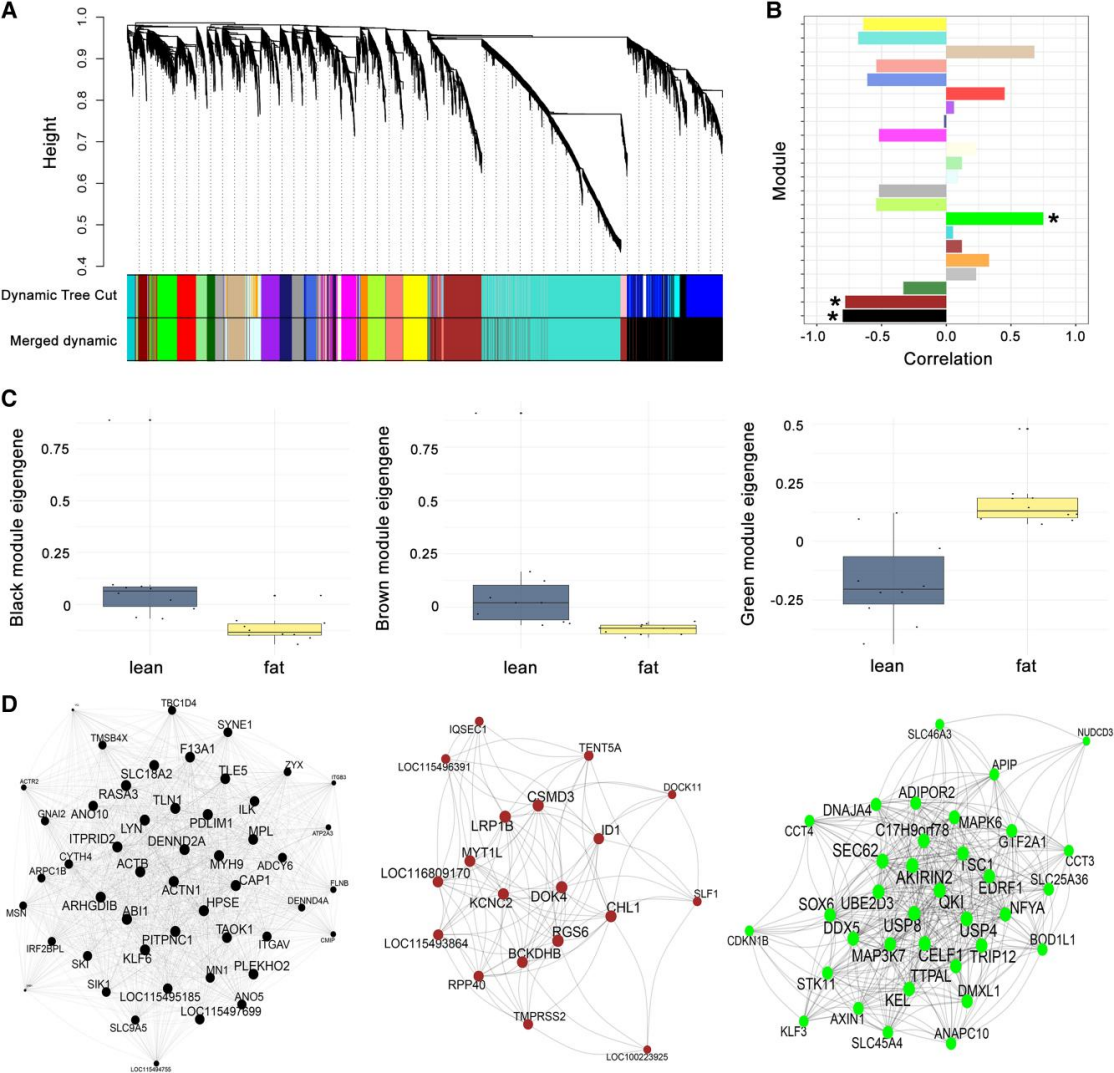
WGCNA to identify hub genes and pathways associated with different refueling states. (*A*) Dendrogram depicting clustering of genes based on 1-Topological Overlap (1-TO) distance. (*B*) Module-refueling state correlation barplot. Significant modules are indicated with asterisks. (*C*) Boxplots of relative ME expression between lean and fat states in black, brown, and green modules from left to right. (*D*) Coexpression network of hub genes (showing only genes with weighted connection >0.4 for clarity) upregulated in the lean state (black and brown modules) and upregulated in the fat state (green module).

## Discussion

Changes that characterize the migratory phenotype in birds have fascinated biologists for years. However, the molecular pathways underlying the physiological changes that accompany this phenotype remain poorly understood. In our study, we chose to investigate the whole blood of migrating garden warblers because this nondestructive method allowed us to assess transcriptional changes in the same individuals during the expression of two different phenotypic states thus keeping the “background noise” to a minimum (Liedvogel et al. 2011). Despite that fact that using whole blood as a source of RNA could lead to some tissue-specific transcripts (e.g., expressed in the brain) to be missed, blood is expected to show signals of migration-related transcripts such as those involved in immune function, fueling and aerobic capacity (Fudickar et al. 2016; Jax et al. 2018), although it has been shown that it can be used to actually infer an individual's tissue-specific expression in humans, albeit with high intratissue variability (Basu et al. 2021). In our case, we detected increased hemoglobin expression levels that possibly reflect a response to increased oxygen demands of migration as shown by increased hemoglobin concentration measurements in other migratory birds (Minias et al. 2013; Butler 2016). Specifically, we did find one hemoglobin subunit, HBAA, to be differentially expressed between lean and fat birds, a result consistent with the hypothesis that during refueling, birds increase their blood parameters as an anticipation of the increased aerobic requirements of the impending migratory flight (Landys-Ciannelli et al. 2002). Furthermore, we found high expression levels of genes involved in angiogenesis, such as the *EPAS1* gene that has been related to the performance of elite endurance athletes in humans (Henderson et al. 2005; Voisin et al. 2014) and additionally found to be differentially expressed in the brain and liver of birds under different states of refueling (Frias-Soler et al. 2020, 2022) and between the different migratory seasons (spring vs. autumn; Sharma et al. 2018). 

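HBAA encodes the α-globin of adult hemoglobin and in the coordinates of the tables runs from 13587903 to 13588698 on the plus strand, 2227 bases from the globin gene HBAD, with which the estimation could have shared reads. It took 17.6 ± 2.04% of all TPM in lean and 20.4 ± 1.83% in fat libraries (SD, n = 10 each), a share that was higher when fat in 9 of 10 birds (exact sign-flip test over the birds, two-sided p = 0.00391, Benjamini-Hochberg adjusted 0.00859 over the 11 library measures). A share of TPM also moves with the other abundant genes. Its normalized FPKM ran from 115154 to 176266 in lean and from 156416 to 289852 in fat libraries. It was higher in fat libraries in all 10 birds. Its log2 fold change was 0.62 (standard error 0.23), and the gene was not called over all genes (adjusted p = 0.11 from limma with Benjamini-Hochberg adjustment). It was called when only genes with a mean FPKM of at least 1 were tested and with a pseudocount of 1, and in no other setting. With bird in the model its adjusted p was 0.221, and without a filter it was 0.598 at the same log2 fold change of 0.62. The standard error given is the one that limma moderates toward the trend of the variance on expression, and not the spread of HBAA alone. The call of HBAA thus depends on the model fitted, and its absence is not evidence against a change. The paper sets its change in HBAA beside an earlier hypothesis, which it cites, that refueling birds raise blood parameters ahead of the aerobic demands of flight.

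**Figure D3:**
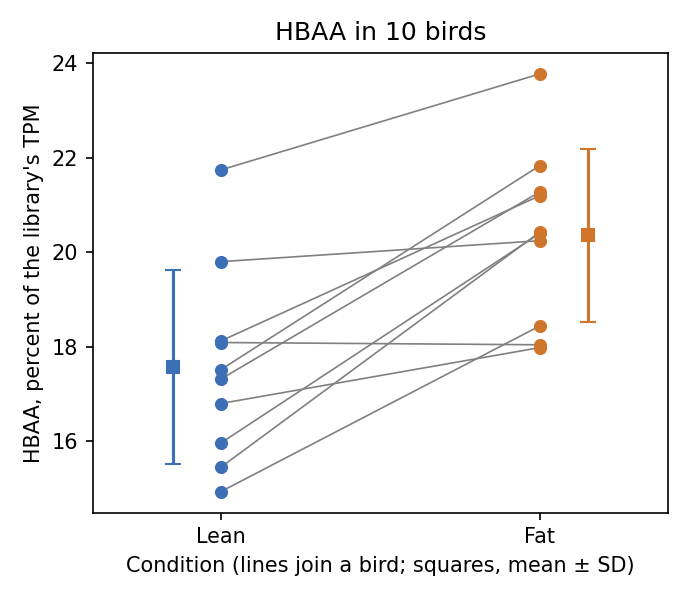
Share of the TPM of each library taken by HBAA, in percent, on day 1 (lean, blue) and day 5 (fat, orange), with a line for each of the 10 birds and squares with bars for mean ± SD. The lines rise in 9 birds, from a mean of 17.6% to 20.4%, and the vertical axis starts above 0.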

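EPAS1, a hypoxia-inducible transcription factor gene, ranked 178 by mean normalized FPKM among the symbols in the tables, with 168 ± 61.4 in lean and 175 ± 32.3 in fat libraries (SD, n = 10 each). Its log2 fold change of 0.12 (standard error 0.18) was within the spread (adjusted p = 0.725 from limma with Benjamini-Hochberg adjustment), although it was higher in fat libraries in 8 of 10 birds. With TPM as deposited it was −0.28, and no setting called the gene.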

Increased expression of genes involved in aerobic capacity along with angiogenesis process could be an important adaptation, especially for migrants flying at high altitudes.

Unsurprisingly, we found that genes encoding enzymes involved in different aspects of metabolic activity especially for lipid and carbohydrate metabolism were differentially expressed between refueling states. These results are consistent with previous research that found wide-scale changes in transcripts regulating metabolic pathways for lipids, carbohydrates, and protein between different migratory states (Franchini et al. 2017; Singh et al. 2018; Horton et al. 2019; Sharma et al. 2021, 2022; Frias-Soler et al. 2022). More than 30 genes associated with ribosomal protein biosynthesis were found to be upregulated in the fat refueling state, indicating a high translational capacity in the cells, thus an elevated rate of protein synthesis in preparation for migration. Staying hydrated during migration is crucial, and protein catabolism yields more endogenous water than fat; therefore, proteins represent a significant water source (Klaassen 2004). Such ribosomal genes make potentially good biomarkers that could help accurately characterize the migratory phenotype in the wild (Fudickar et al. 2016). Similarly, overexpressed genes involved in protein processing and misfolding such as heat shock proteins and ubiquitin-related genes reflect the augmentation of the metabolic activity toward departure for migration (Frias-Soler et al. 2022). 

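For heat shock proteins and other chaperones, a list of 26 genes fixed before the data were examined, 21 were analyzed and 17 were higher in fat birds, with a median log2 fold change of 0.46 and 9 of 10 birds with a median above 0 (camera, adjusted p = 1.84e-08 over the 11 lists tested). The call held under fry and with an estimated correlation. Of the members, 6 were called higher and HSPA5, looked up after its value was seen, was called lower, and 13 passed when adjusted over the list alone. HSP90AA1 rose from 42.1 ± 19.0 to 159 ± 78.1 normalized FPKM in all 10 birds (SD, n = 10 each; standard error of the log2 fold change 0.34, adjusted p = 0.004 from limma with Benjamini-Hochberg adjustment). DNAJA4 rose from 110 ± 22.6 to 217 ± 64.3 in all 10 birds, a log2 fold change of 0.94 (adjusted p = 0.00373). HSPH1 rose from 6.97 ± 3.12 to 21.6 ± 8.53 in 9 of 10 birds (adjusted p = 0.00821).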

In fact, most hub genes associated with fat state regulate ubiquitination processes. 

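All 8 hub genes named for the fat state were higher in fat birds, with log2 fold changes from 0.27 to 0.52, and 2 of them were called over all genes (limma with Benjamini-Hochberg adjustment), while 7 passed when adjusted over the list alone, which is not independent evidence because the list comes from these libraries. With bird in the model, 7 of the 8 were called. Their GS on normalized FPKM ran from 0.43 to 0.78, and 7 of the 8 passed a permutation test after Benjamini-Hochberg adjustment over the list, again not independent evidence. With FPKM as deposited GS ran from −0.07 to 0.29 and 0 of the 8 passed, adjusted or not. With TPM as deposited the median log2 fold change of the list was 0.00425.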

*UBE2D3* accepts ubiquitin from the E1 complex and catalyzes its covalent attachment to other proteins. 

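UBE2D3 rose from 141 ± 23.9 to 186 ± 21.7 normalized FPKM (SD, n = 10 each) and was higher in fat libraries in 9 of 10 birds, a log2 fold change of 0.41 (standard error 0.11, adjusted p = 0.0389 from limma with Benjamini-Hochberg adjustment).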

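TRIP12 had a log2 fold change of 0.41 (standard error 0.14) with 153 ± 26.1 normalized FPKM in fat libraries, and was not called (adjusted p = 0.088 from limma with Benjamini-Hochberg adjustment, or 0.0415 with bird in the model). TSC1 stood at 20.3 ± 4.87 and 27.5 ± 5.22 (adjusted p = 0.0698, or 0.0335 with bird), USP4 at 30.5 ± 6.75 and 38.4 ± 7.13 (adjusted p = 0.141, or 0.0484) and USP8 at 23.9 ± 4.95 and 29.8 ± 4.33 (adjusted p = 0.135, or 0.0438; SD, n = 10 throughout), each higher in 9 of 10 birds.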

*TRIP12* is an E3 ubiquitin-protein ligase involved in ubiquitin fusion degradation (UFD) pathway that activates *NEDD8*, a ubiquitin-like protein, while *TSC1* gene with *USP4* and *USP8* enzymes have extended functions including deubiquitination of genes (*PDPK1*, *EPRS*, *EIF4EBP1*, and *S6K1*) involved in important signaling pathways ensuring a cellular response to growth factors, specifically the mTORC1 and MAPK signaling pathways. 

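CELF1 had a log2 fold change of 0.52 (standard error 0.18, adjusted p = 0.0973 from limma with Benjamini-Hochberg adjustment), higher in fat libraries in 8 of 10 birds, and was called with bird in the model (adjusted p = 0.0381). QKI had the smallest change of the hub genes, 0.27 (standard error 0.14), higher in 7 of 10 birds and not called in either model (adjusted p = 0.243, or 0.158 with bird). With FPKM as deposited the change of QKI was −0.04.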

Interestingly, *TRIP12* and two RNA-binding proteins identified among the top hub genes (*CELF1* and *QKI*) have all been associated with increased body mass index and increased body fat percentage in human genome-wide association studies (Pulit et al. 2019; Sakaue et al. 2021); thus, further investigation in future functional migration studies will certainly be of interest. Additionally, a hub gene associated with the fat refueling state, *AKIRIN2*, is a molecular adapter that acts as a bridge between a variety of multiprotein complexes and is involved in adaptive immunity by promoting B-cell activation (Tartey et al. 2015), while we also identified DE serine proteases and genes with antimicrobial activity against *Salmonella* serovars. This fact highlights that before migration, birds have to develop a strong innate immunity to cope with the continuous exposure to several pathogens (Eikenaar, Hessler, et al. 2020b). 

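AKIRIN2 rose from 92.2 ± 14.7 to 123 ± 14.1 normalized FPKM (SD, n = 10 each), higher in fat libraries in 9 of 10 birds. Its log2 fold change was 0.42 (standard error 0.11, adjusted p = 0.0333 from limma with Benjamini-Hochberg adjustment), and its GS of 0.78 was the highest of the 8 hub genes (permutation p = 0.00019).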

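SYT12 was expressed near the limit of detection, above 0 in 9 lean libraries with a median of 0.138 and in 7 fat libraries with a median of 0.516, up to 1.33 normalized FPKM. It was higher in fat libraries in 6 of 10 birds, and the difference was within the spread (adjusted p = 0.483 from limma with Benjamini-Hochberg adjustment).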

Finally, although we expected that few—if any—genes involved in circadian rhythms would be identified in our study as they are predominantly expressed in the brain, one of the top DEGs, upregulated in fat birds, was Synaptotagmin-XII (*SYT12*). *SYT12* has showed higher expression in wakefulness and sleep deprivation conditions (Jones et al. 2008) as those that would be expected from fat birds in anticipation of migration through the behavioral manifestation of migratory restlessness (or Zugunruhe; Wagner 1930).

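Of all 7800 genes analyzed, 4448 had a lower mean in fat birds. With median-of-ratio scaling the direction changed with expression level. In the lowest expression decile the median log2 fold change was −0.42, with 7 called lower and 1 called higher in fat birds, and in the highest decile it was 0.25, with 33 called lower and 66 called higher. With FPKM as deposited, the median over all genes moved to −0.35 and 882 genes were called, 856 lower and 26 higher in fat birds, and the median of the highest decile was −0.06, with 81 called lower and 15 called higher. With TPM as deposited that decile had a median of −0.16, with 117 called lower and 8 called higher. With quantile normalization the median was 0.05 and 177 genes were called, 73 of them higher in fat birds, and the highest decile had 38 called lower and 25 called higher.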

We found that the majority of DEGs were upregulated in lean birds than in the fat state when birds have already built their reserves and are ready to migrate. Migratory strategies shape stopover ecology particularly regarding decisions of when, where, and for how long to stop. Specifically in our case, this is not just another stopover; birds arrive depleted after the long crossing of the ecological barrier (Barboutis et al. 2022); therefore, their stopover is obligatory rather than facultative. It seems that birds after long endurance flight use the stopover to first recover physiologically and then proceed to replenish their energy stores. This is supported by our DE analysis, as upregulated genes in lean birds were mostly involved in myogenesis rather than lipogenesis. But what is the scale of the recovery? 

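These gene lists were fixed before the data were examined and not chosen on these libraries. Of 39 myogenesis genes, 10 were analyzed and 9 of them were lower in fat birds, with a median log2 fold change of −0.64 (camera, adjusted p = 0.0209 over the 11 lists tested). The median of the list was lower when fat in 5 of 10 birds and higher in 1. TPM1 and TPM2 are also among the tropomyosin genes that the study picked from these libraries. The call held under fry (adjusted p = 0.00641) and not with an estimated correlation (adjusted p = 0.169). Against random lists of the same expression, a test chosen after the result was seen, the myogenesis median had p = 0.0702. The trend with expression level was thus not excluded for the myogenesis genes. Of the 10, 0 were called by limma after adjustment and 5 had an unadjusted p under 0.05, and 3 passed when adjusted over the list alone. With bird in the model 3 of the 10 were called, each lower in fat birds, and 4 were called lower with FPKM or TPM as deposited. Of 26 lipogenesis genes, 14 were analyzed, 8 of them lower in fat birds, with a median of −0.26 (camera, adjusted p = 0.211, or 0.0169 under fry). Of these, 3 were called lower in fat birds and 4 passed when adjusted over the list alone. With bird in the model 3 were called lower and 1 higher. ACLY fell from 2.65 ± 1.51 to 0.963 ± 0.5 normalized FPKM (SD, n = 10 each; adjusted p = 0.03 from limma with Benjamini-Hochberg adjustment), in all 10 birds. SREBF1 ranged from 0.138 to 1.62 in lean and from 0 to 0.527 in fat libraries (adjusted p = 0.0376), and AGPAT3 from 0.0782 to 0.753 in lean libraries and was above 0 in 1 fat library (adjusted p = 0.0128).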

Bauchinger and Biebach (2005) found that garden warblers migrating across the Sahara exhibited a decrease in heart mass and flight muscle mass that was restored after a 9-day refueling. Based on our results, five genes belonging to the calcium channel gene family seem to be involved in the regulation of Ca^2+^ channels, three genes in the tropomyosin family bind to actin filaments in muscle and nonmuscle cells, and *ASPH* gene is involved in calcium homeostasis along with ryanodine (*RYR2*) that further activates *KCNMA1* in smooth muscles, initiating contraction (Catterall 2011). 

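Of the 5 calcium channel genes, CACNA2D2 alone passed the expression filter, with 0.172 to 1.76 normalized FPKM in lean and 0 to 0.651 in fat libraries (adjusted p = 0.077 from limma with Benjamini-Hochberg adjustment, or 0.0404 with bird in the model). CACNA2D3 and CACNA2D1 were each above 0 in 3 lean libraries, up to 0.183 and 0.115, and listed at 0 in all fat libraries, and CACNB2 in 3 lean and 2 fat libraries. All 3 tropomyosin genes were lower in fat birds. TPM2 fell from 217 ± 102 to 128 ± 33.1 (SD, n = 10 each; adjusted p = 0.0949, or 0.0379 with bird) and TPM1 from 5.38 ± 2.69 to 2.49 ± 1.82 (adjusted p = 0.0624, or 0.0297 with bird), in 8 and 7 of 10 birds. TPM4 ranged from 2.46 to 9.22 in lean libraries, was listed at 0 in 3 fat libraries and was called (adjusted p = 0.048). All 3 passed when adjusted over the list alone, which is not independent evidence. ASPH was above 0 in 7 lean and 2 fat libraries (adjusted p = 0.201), RYR2 in 6 and 1 with a mean below the filter, and KCNMA1 in 7 and 1, up to 3.13 in lean libraries (adjusted p = 0.154).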

From these genes, *CACNA1C* function includes normal heart development and normal regulation of heart rhythm and is required for normal contraction of smooth muscle cells in blood vessels and in the intestine. It is therefore highly plausible that such groups of genes could be involved in this extraordinary phenotypic plasticity in organ mass. 

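CACNA1C was above 0 in 7 of 10 lean libraries, with a median of 0.0213 and a highest value of 0.99 normalized FPKM, and in 1 of 10 fat libraries, at 0.0361. Its mean deposited FPKM over the 20 libraries was below 0.1, so it did not enter the test.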

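MYT1L, CSMD3, KCNC2, CHL1 and BCKDHB were all listed below a mean FPKM of 0.1 and did not enter the test. Without the filter CSMD3 was called lower in fat birds (adjusted p = 0.0119 from limma with Benjamini-Hochberg adjustment) and the other 4 were not (adjusted p from 0.102 to 0.182). Summed over the 5 genes, 32 of the lean and 4 of the fat library values were above 0. CSMD3 was above 0 in 9 lean libraries, up to 0.189 normalized FPKM, and in 2 fat libraries, up to 0.0517. MYT1L was above 0 in 7 lean libraries and 1 fat library, KCNC2 in 5 and 0, CHL1 in 6 and 0, and BCKDHB in 5 and 1. GS ran from −0.78 for CSMD3 to −0.48 for BCKDHB, and all 5 passed a permutation test after Benjamini-Hochberg adjustment over the list (adjusted p from 0.00145 to 0.0324), also with FPKM as deposited, which is not independent evidence because the study chose these genes on these libraries.

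**Figure D4:**
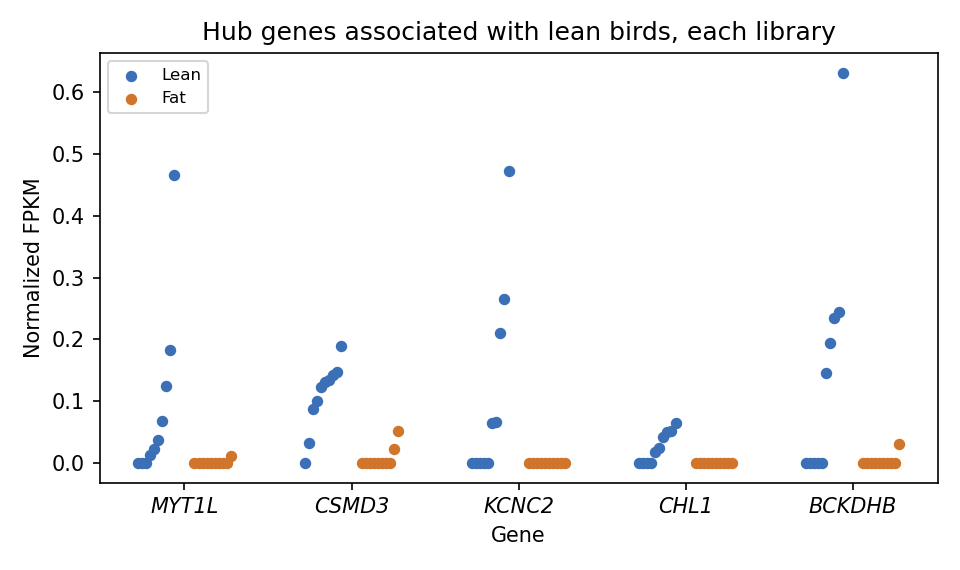
Normalized FPKM of MYT1L, CSMD3, KCNC2, CHL1 and BCKDHB, 1 point per library, with lean libraries in blue and fat libraries in orange, each sorted by value. The highest point is 0.631, BCKDHB in 1 lean library, and in fat libraries no point lies above 0.0517.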

Hub genes highly associated with lean birds include several candidate genes (*MYT1L* transcription factor, *CSMD3*, *KCNC2*, *CHL1*, and *BCKDHB*) for lean body mass in humans (Locke et al. 2015; Tachmazidou et al. 2017; Pulit et al. 2019).

Our results provide further insight on adaptations related to stopover refueling after barrier crossing by identifying upregulated genes when birds arrive to the stopover. 

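Of the 6 genes of glycosaminoglycan (GAG) biosynthesis listed in Table S3, 5 passed the expression filter and all 5 were lower in fat birds, with a median log2 fold change of −1.02 and a median below 0 in all 10 birds. CSGALNACT2, from 0.66 to 3.74 normalized FPKM in lean libraries and listed at 0 in 3 fat libraries, was the gene called over all genes (adjusted p = 0.0407 from limma with Benjamini-Hochberg adjustment), and all 5 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. UST, DSE and CHSY1 were called with bird in the model (adjusted p = 0.0491, 0.0376 and 0.0434, against 0.063, 0.119 and 0.131 without). DSE fell from 2.82 ± 1.37 to 1.41 ± 0.656 and CHSY1 from 0.902 ± 0.535 to 0.446 ± 0.301 (SD, n = 10 each). CHST15 was above 0 in 6 lean and 2 fat libraries, and CSGALNACT1, below the filter, in 3 and 0. Of the 20 apelin signaling genes, 16 were analyzed, 15 were lower in fat birds, and GNB1, HDAC4, PRKCE and RRAS2 were called, with 15 passing when adjusted over the list alone. GNB1 fell from 5.85 ± 2.66 to 2.61 ± 0.981, a log2 fold change of −1.10 (standard error 0.25, adjusted p = 0.0167), and was lower in all 10 birds.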

We draw attention to the emerging role of two novel pathways that seem to be involved in recovery after endurance flight, namely, the apelin signaling pathway and GAG biosynthesis. GAGs play a crucial role in cell signaling processes including regulation of wound repair (Raman et al. 2005; Melrose 2016). Changes in structure and bioactivity of GAGs, especially heparan sulfate (HS) and chondroitin sulfate (CS), can affect signaling pathways of myogenesis, although it has been shown that GAG mimetic treatment accelerated muscle repair after ischemia in rats (Chevalier et al. 2015), thus highlighting the role GAGs can play in tissue engineering (Sodhi and Panitch 2020). Such efficient biochemical and physiological mechanisms could therefore provide a defense against muscle damage that occurs during migration (Guglielmo et al. 2001). Overall, genes included in the abovementioned pathways and the related metabolites are candidates for further functional studies. Furthermore, due to their high polarity, GAGs may play a crucial role in water homeostasis, while defective GAG synthesis can lead to abnormal water balance (Olde Engberink et al. 2019) whereas apelin is implicated in several physiological processes with many studies supporting its role in the maintenance of body fluid balance by regulating water reabsorption, as well as influencing urine volume interacting with the antidiuretic hormone, AVP (Hu et al. 2021). This pathway may represent a significant adaptive mechanism, as in order to conserve water during long-distance flight, birds do get some water supply from protein catabolism but due to resulting negative nitrogen balance, nitrogen is converted to uric acid that requires little urinary water (Ramenofsky and Wingfield 2007).

Here, we show that a whole blood transcriptomic approach could be used to successfully study expression in the same individuals at different states, as we were able to identify genes that were previously found to be expressed in the brain and liver of studied songbirds. Furthermore, we provide additional genes involved in a wide range of functions and identify novel pathways that could be used to build hypotheses to be tested in future approaches. The more functional studies on bird migration, the more obvious it becomes that the migratory phenotype is not the result of a single adaptation or some few “migratory” genes. A suite of different and often complex adjustments in morphology, metabolism, biomechanics, and behavior take place, so it is expected that the molecular basis of such changes is most probably very complex too. Still, only a few studies exist that address differential expression of genes at different stages of migration. More studies and a synthetic approach are needed to further identify mechanisms that allow avian migrants express their remarkable phenotype.

## Materials and Methods

### Sample Collection and Experimental Setup

Ten migrating garden warblers were captured during spring migration of 2022 (April 20 to May 7) using 16 × 16 mm mesh, nylon, mist nets in Antikythira Island, an important migration stopover site (Barboutis et al. 2022), located in the Eastern Mediterranean (35° 51′ N, 23° 18′ E), within the standardized monitoring program of migratory birds run by the Hellenic Ornithological Society and the Hellenic Bird Ringing Centre. Birds were ringed, measured, and weighted to the nearest 0.1 g according to Svensson (1992) and then housed in individual cages in natural conditions for 5 days, where they were provided with food (mealworms, *Tenebrio molitor*) and water ad libitum. We selected lean birds for collection to represent individuals that would use the island as a stopover to refuel and not resume their migration during the upcoming night, based on their body mass measurements. Mean arrival body mass of garden warblers caught on Antikythira Island during spring is estimated at 16 g (Barboutis et al. 2011). We therefore kept lean birds that weighted between 14.0 and 15.2 g (fig. 1*A*) in individual cages measuring 50 × 30 × 30 cm, built from nonmagnetic material (PVC and wood) while lined in all sides with white semitransparent cotton fabric to provide natural light conditions. Every night, the cages were enclosed in a tent, and the mean night temperature was 15.7 ± 1.3 °C for the whole duration of the experiment. Body mass was recorded early in the morning daily before the birds received food. Blood samples (50 *µ*l) for transcriptomic analysis were collected from each bird twice, on the first and fifth day (shortly before migratory birds were released) during morning hours (8:00–10:00 h), and were obtained by puncturing a brachial wing vein with a 25-gauge needle. Blood was immediately stored in DNA/RNA Shield buffer (Zymo Research, Orange, CA, USA) that was initially kept at room temperature until shipment (within less than a month from collection) and then preserved at −20 °C until RNA extraction, following Komini and Bounas (2022). Capturing and sampling of birds were performed under the license 113670/3168 issued by the Hellenic Ministry of Environment and Energy. This study was carried out in accordance with the European Convention for the Protection of Vertebrate Animals Used for Experimental and Other Scientific Purposes of the Council of Europe (http://conventions.coe.int/Treaty/EN/Treaties/Html/123.htm).

### RNA Purification and Sequencing

The Quick RNA Whole-Blood Kit (Zymo Research, Orange, CA, USA) was used for RNA purification following the manufacturer's guidelines. RNA concentration, purity, and integrity were evaluated using standard spectrophotometric measurements and 0.9% agarose gel electrophoresis, whereas overall quality was measured through an Agilent 2100 Bioanalyzer RNA assay (Agilent Technologies, Santa Clara, CA, USA). High-quality RNA samples (RIN = 8; 260/280 ratio = 1.8) were sequenced at IGA Technology Services, Udine, Italy, on paired-end 150 bp mode on NovaSeq 6000 (Illumina, San Diego, CA, USA). Universal Plus mRNA-Seq kit (Tecan Genomics, Redwood City, CA, USA) was used for library preparation following the manufacturer's instructions (library type: fr-secondstrand).

### Quality Filtering and Mapping

We obtained 1.52 billion raw reads (33–121 million reads per sample; average 64 million reads per sample). 

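The sequenced reads that Table S1 lists for the 20 libraries sum to 1284 M (megareads), with 64.2 ± 20.4 M per library (SD, n = 20) and a range from 32.5 to 122 M. Multiplied by the uniquely mapped share of that table, between 6.71 and 31.8 M filtered reads per library mapped to 1 place, 14.2 ± 7.01 M in lean and 15.6 ± 4.35 M in fat libraries (SD, n = 10 each; exact sign-flip test, two-sided p = 0.734). The highest value was the lean library of bird 4, and the number was higher when fat in the other 9 of 10 birds. Without bird 4, left out after its value was seen, it was 12.2 ± 3.5 M in lean and 16.2 ± 4.02 M in fat libraries (exact sign-flip test, two-sided p = 0.00391, n = 9 birds).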

Raw reads were demultiplexed, and adapters were masked with Illumina BCL Convert v3.9.31 (https://support.illumina.com/sequencing/sequencing_software/bcl-convert/documentation.html). Reads were trimmed with ERNE 2 (Del Fabbro et al. 2013) and then subjected to quality control using FastQC (Andrews 2010) with a passing score threshold *Q* > 30. Further exploration of quality control was performed using RSeQC (Wang et al. 2012). We used STAR (Dobin et al. 2013) with default parameters to map reads to the latest zebra finch genome (*Taeniopygia guttata*, release 106, accession number: GCF_003957565.2), and quantification of gene expression was performed with StringTie (Pertea et al. 2015) by calculating the fragments per kilobase per million (FPKM) of each gene.

### Statistics

Differential gene expression analysis between test groups was performed using HTSeq (Anders et al. 2015) to preprocess RNA-seq data for differential expression analysis by counting the overlap of reads with genes. The package DESeq2 (Love et al. 2014) was then used to perform comparisons between expression levels of genes and transcripts by fitting a generalized linear model (GLM) for each gene. This tool uses shrinkage estimation for dispersions and fold changes to improve stability and interpretability of estimates. Normalization was performed using the median-of-ratio method (Anders and Huber 2010), and statistical significance was determined using a Wald test (Love et al. 2014). A *P*-adjusted value of 0.05 was used as a significance cutoff threshold. Based on expression patterns, DEGs were categorized as upregulated or downregulated in each refueling state. We determined which Gene Ontology (GO) terms were overrepresented among DE genes using ShinyGO (Ge et al. 2020), based on the GO–biological process (no-redundant), GO–molecular function (no-redundant), and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway databases (Kanehisa et al. 2021). We required at least five significant genes within a GO term to be reported to avoid biases caused by GO terms with small numbers of genes and used a 0.05 *P*-value cutoff (Fudickar et al. 2016). We used the identified 11,891 genes from this RNA-seq experiment as a background gene set for the analysis and selected the zebra finch as model species. All *P*-values were corrected for multiple testing using the Benjamini–Hochberg method.

We further used normalized FPKM values to perform WGCNA and get an unbiased assessment of coexpression of genes significantly associated with refueling state (lean vs. fat), using the WGCNA package in R (Langfelder and Horvath 2008). Signed networks were constructed with the following parameters: deepSplit = 2, minimum module size = 30 and minimum cutoff height of 0.25. A soft-power threshold of eight was selected under the scale-free topology criterion (Zhang and Horvath 2005). The ME is considered as the representative of a module's gene expression profile and is defined as the first principal component of gene expression values in the given module. We calculated ME values based on all genes in each module and performed Spearman correlations with the two-level factor state (lean and fat). Modules exhibiting absolute correlation above 0.7 and a *P* < 0.002 (adjusted for multiple comparisons) were identified as target modules. The biological function of genes belonging in each target module was explored through enrichment analysis, and hub genes for each of the three target modules were chosen based on a module membership (kME) value > 0.8 and statistically significant GS. Gene interaction networks were visualized with “ggraph” R package (Pedersen 2021). The R programming language platform (version 4.2) was employed for statistical analysis and plotting (R CoreTeam 2022).

## Supplementary Material

evad061_Supplementary_Data Click here for additional data file.

## Data Availability

The sequence data are available in the NCBI Gene Expression Omnibus repository and are accessible through GEO accession number GSE225337.

How the deposited data were processed for this re-analysis (not part of the article)

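Whole blood of 10 garden warblers was sequenced on day 1, when the birds were lean, and on day 5, when they were fat, which gave 20 libraries. The authors trimmed the reads, mapped them to the zebra finch genome with STAR and quantified genes with StringTie. The deposited tables hold for each library and gene the coverage (mean depth per base), the FPKM and the TPM as StringTie writes them, without normalization between libraries. The authors' comparison of conditions used DESeq2 on read counts, which the tables do not hold. Body mass, read totals and the percent of uniquely mapped reads are the authors' values in Table S1, which is published and not among the deposited tables.

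Lines with the same gene symbol were summed within a library. FPKM was divided by median-of-ratio factors computed over the 4487 symbols above 0 in every library, and genes with a mean deposited FPKM of at least 0.1 were kept, 7800 of 20898 symbols. Values were analyzed as log2(FPKM + 0.1). Conditions were compared with limma 3.58.1 in R 4.3.3 (linear model, moderated with a trend, two-sided, Benjamini-Hochberg adjusted p under 0.05), without a bird term because the methods of the paper name none. Gene lists were tested with camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 11 lists, which were ribosomal protein genes, erythroid, thrombocyte, T cell, B cell, monocyte and heterophil markers, immediate early genes, chaperones, myogenesis, lipogenesis and neural genes. Lists that the paper names were tallied and not set tested. Paired library measures were compared by exact sign flips over 10 birds, PC1 scores by 100000 permutations and nearest libraries by 20000. All other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

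The coexpression network followed the methods of the paper (signed, power 8, minimum module size 30, merging at 0.25) on normalized FPKM without log, with the steps coded anew because the WGCNA package was not used. Modules were tested by Spearman correlation of the eigengene with the condition, 100000 permutations and Bonferroni adjustment over modules. The permutations ran over all libraries and not within birds. Both the comparison of conditions and the network were tested on simulated data. Among 200 of 7800 genes changed by 2 on the log2 scale, 84% were recovered with 5 false calls. For a simulated list of 30 genes raised by 0.5, camera gave p = 1.54e-13, and 2 of 100 unchanged lists had p under 0.05. The genes of these simulated lists were drawn independently of each other. The check therefore cannot show how often camera, at the preset correlation, calls unchanged lists of coexpressed genes.

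Genes named in the text were chosen by a rule set before the data were examined, although the paper's tables had been seen. The rule takes every gene of a list of at most 8 that the paper names, the 3 genes with the smallest p of each longer or other list, the 5 largest rises and falls among genes called that moved the same way in at least 9 birds with a mean FPKM of at least 1, the 15 most abundant genes, and ASPH, RYR2 and KCNMA1. It named 110 genes, of which 97 were fitted. A total of 248 genes met the criteria for rises and falls. Some genes that the rule takes are not reported here.

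Pairing of libraries was checked by correlation of gene values after removal of the condition means. The libraries of a bird had r from 0.152 to 0.382 (median 0.236) against a median of −0.0245 for lean and fat libraries of different birds. The mean r of the pairs had a permutation p of 1e-05, the smallest possible with 100000 permutations. Among the libraries of the other condition, the best match of 20 of 20 libraries was the other library of its bird. Birds 8 and 10, whose codes differ between the labels and Table S1, had r of 0.206 and 0.265. Depth was read from the ratio of coverage to FPKM, with 0.882 to 4.71 gigabases of aligned reads per library. Read counts are not given and were not estimated for single genes from coverage, so no counting error is given for a gene. Values of 0 were read as listed at 0.

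The alternatives set before the data were examined were pseudocounts of 0.01 and 1, no filter and a mean FPKM of at least 1, FPKM and TPM as deposited, quantile normalization, bird as a block (all birds, and the 8 with matching codes), the uniquely mapped share as a covariate with and without bird, sample quality weights, leaving out each bird, fry and an estimated correlation for lists, unit variance and the 500 most variable genes for the components, 1 minus Spearman correlation for the nearest library, and log2 values, Spearman correlation and FPKM as deposited for modules. Of Table S2 the first 1999 of 11891 rows were used, and of Table S4 the first 1999, which do not reach its end, so no overlap or enrichment was tested on them. The enrichment tables were not analyzed here.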

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

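Of the tests named in this part, those of the trend with expression level, of depth and of short genes, and that of single libraries in modules, were chosen only after the result was seen. A sample was singled out where its gap to the nearest library of its condition was large against the range of the condition. Of 214 groups examined, 19 had such a library, and chance gives about 1 in 20, or 10.7.

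In this paragraph and the next, highest, lowest and next values are among the 10 libraries of the same condition. Several lie in a few lean libraries. The lean library of bird 2 had the lowest share of LOC100190585, 43.6% of TPM (next 50.3%), with 289829 normalized FPKM (next 381147). It also had the highest eigengene of module 1, 0.825 (next 0.250), the highest level of the paper's carbohydrate list, 2.38 (mean log2, next 1.22), and of monocyte and heterophil markers, 1.58 (next 0.15). The lean library of bird 8 had the highest PC2 score, 77 (next 2.40, while the fat library of the same bird had 39.5, the highest of the fat libraries), the highest eigengene of module 2, 0.909 (next 0.265), and the highest AGPAT3, 0.753 normalized FPKM (next 0.278). In the network of FPKM without log, 15 of 21 modules had more than 50% of the eigengene in 1 library, against 5 of 25 modules on log2 values, so single libraries with very high values are a candidate explanation of how these modules formed. A different state of these birds at capture stays open and was not tested.

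Among lean libraries, that of bird 1 had the highest level of ribosomal protein genes, 8.71 (mean log2, next 8.17), of the paper's ribosome list, 7.55 (next 7.09), and of its muscle list, 0.84 (next −0.46), while fat libraries reached 8.81 and 8.01 on the first 2. The lean library of bird 4 had the most uniquely mapped reads, 31.8 M (next 18.1 M), with ILK at 105 normalized FPKM (next 43.8) and F2R at 0.113 (next 0.561). The libraries of bird 7 had the lowest NR4A1 of their condition, 0.525 when lean (next 6.28) and 0.141 when fat (next 1.13). Among fat libraries, that of bird 3 had the lowest level of chaperones, 3.59 (next 4.20), within the lean libraries, which ran from 3.45 to 3.99, and HSPH1 at 4.48 (next 15.5), and the fat library of bird 5 the lowest level of the calcium channel list, −3.32 (next −1.82), where its 1 gene analyzed was listed at 0. The explanation of these values was not tested.

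Lists that the paper does not discuss also moved. Immediate early genes had a median log2 fold change (fat over lean) of −1.06, with 21 of 21 genes lower in fat birds and a lower median in 10 of 10 birds (camera, adjusted p = 5.15e-09). Of these, 6 were called, among them NR4A3, lower in all 10 birds (log2 fold change −2.83, adjusted p = 0.00338 from limma with Benjamini-Hochberg adjustment), and 12 passed when adjusted over the list alone. GADD45B, NR4A1 and MAFF are also in lists that the study picked from these libraries. Random lists matched on expression did not reach this median (p = 0.0002, the smallest that 10000 lists allow), which argues against the trend with expression level as the whole cause. An early response to capture or handling at the first sampling is consistent with the direction (−1.06), and a change with refueling, which the design does not separate from the day of sampling, stays open.

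Thrombocyte markers had a median of −0.83, with 10 of 11 genes lower in fat birds and a lower median in 9 of 10 birds (camera, adjusted p = 3.81e-05). Of these, 5 were called and 8 passed when adjusted over the list alone. F13A1 fell by 0.89 (adjusted p = 0.0405 from limma with Benjamini-Hochberg adjustment), ITGB3 by 0.95 (adjusted p = 0.0407) and F2R was lower in 9 of 10 birds (adjusted p = 0.0357). Monocyte and heterophil markers had a median of −1.42, with 11 of 11 lower (camera, adjusted p = 3.08e-04), 2 called and 6 when adjusted over the list alone. MMP9 was lower in 9 of 10 birds when fat (adjusted p = 0.0128) and NCF1 fell by 2.17 on the log2 scale (adjusted p = 0.0481), while SPI1 was not called (adjusted p = 0.0595). With bird as a block 5 of the 11 were called, SPI1 among them (adjusted p = 0.0191), and SPI1 was also called with FPKM or TPM as deposited. T cell markers, with 4 genes analyzed, had a median of −0.40 (camera, adjusted p = 0.784) and B cell markers, also 4, a median of −0.52 (adjusted p = 0.517). Neither had a gene called by limma after adjustment, with 0 and 1 genes at an unadjusted p under 0.05. IL7R, TCF7, LCK, CD74 and POU2AF1 lay within the spread, and BTK was called with bird as a block (adjusted p = 0.0413). Expression-matched random lists gave p = 0.0004 for thrombocyte and p = 0.0002 for monocyte and heterophil markers, against the trend with expression level. More thrombocyte RNA in the lean libraries is a candidate explanation (−0.83). Whether white cells as a whole brought more RNA cannot be told apart from a change in 1 type, since the T cell list rests on 4 genes near the floor (−0.40).

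Neural genes had 5 of 35 members analyzed, with a median of −1.42 and 5 of 5 lower in fat birds (camera, adjusted p = 0.00248). Of these, SOX11 and GPM6A were called and 4 passed when adjusted over the list alone, while DLG2 was called with bird as a block (adjusted p = 0.045). GPM6A was listed at 0 in all fat libraries, and the median does not depend on its size because it is the lowest of the 5. Of 34 genes in the tables, 29 were above 0 in more lean than fat libraries, 137 against 51 library values. Matched random lists had a median of −0.45 (95% between −0.95 and 0.21; p = 0.0004), so a rise that genes of low expression share alike does not account for this list. Reads from unspliced RNA or genomic DNA in the lean libraries are a candidate explanation of the fall of the lowest decile of expression, which had a median of −0.42, and what raised the neural genes beyond it stays open.

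Genes of at most 200 bases also fell. The 49 that lie in no other gene had a median of −1.21 (matched random lists 0.06; p = 0.0001, the smallest that 10000 lists allow), with 42 lower in fat birds and 19 called lower, and their median was lower when fat in 7 of 10 birds and higher in 0. The 147 inside another gene had a median of −0.97 (matched −0.17; p = 0.0001), with 131 lower and 18 called lower, and their median was lower when fat in 5 of 10 birds and higher in 0. LOC115491518 (74 bases) and LOC115491517 (75 bases) lie in ATP5F1B and LOC115497806 in TAF1D. Without these short genes 65.3% of calls were lower in fat birds, so they do not account for the direction of the calls. A difference in fragment size between the libraries was not tested, and no biological explanation was tested.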

How the results depend on the processing

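All alternatives but 1, labels swapped within birds, were set before the data were examined, and that 1 was added after the results were seen. The cause was not tested for any change given here unless stated.

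The direction and the side of the threshold held for the gain of body mass, immediate early genes and chaperones under each alternative run for them, and the side of the threshold held for PC1, whose sign was set to be higher in fat birds. The number of genes differing was within 1.5 times of 371 with the other pseudocounts, a mean FPKM of at least 1, the block of 8 birds and quality weights. Without a filter 120 were called, 51 higher in fat and 69 in lean birds, with more genes tested. With FPKM as deposited there were 882 (26 and 856), with TPM as deposited 1243 (18 and 1225), and with quantile normalization 177 (73 higher in fat birds and the rest in lean). With bird as a block, which uses the pairing, there were 1034 (404 and 630). With the uniquely mapped share as a covariate there were 0 (0 and 0), by limma, and 691 at an unadjusted p under 0.05, and with bird as well there was 1 (0 and 1). Leaving out each bird in turn gave 73 to 400 (29 to 114 higher in fat and 44 to 286 in lean birds), on fewer libraries. The count without bird 1 was 119, without bird 2 154, without bird 3 220, without bird 5 38 higher in fat and 65 in lean birds, without bird 6 123, without bird 7 171, without bird 8 154 and without bird 10 73.

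Adjusted p of lists moved past 0.05 as follows. With an estimated correlation it was 0.0636 for ribosomal protein genes, 0.122 for thrombocyte markers, 0.105 for monocyte and heterophil markers, 0.169 for myogenesis and 0.122 for neural genes. With the share as a covariate it was 0.0822 for monocyte and heterophil markers, 0.381 for myogenesis and 0.242 for neural genes, and with bird as well 0.127 for thrombocyte, 0.151 for monocyte and heterophil markers, 0.465 for myogenesis and 0.151 for neural genes. Erythroid markers had 0.0614 with TPM and 0.499 with quantile normalization, and myogenesis 0.0528 with FPKM, 0.0822 with TPM and 0.0921 with 8 birds as a block. A mean FPKM of at least 1 left too few T cell markers and neural genes, and no gene of the calcium channel list, for a value. Lipogenesis passed under fry alone of the methods (0.0169). Over all alternatives adjusted p ran from 2.52e-34 to 0.0636 for ribosomal protein genes, 3.23e-05 to 0.499 for erythroid markers, 7.1e-06 to 0.127 for thrombocyte markers, 0.000143 to 0.151 for monocyte and heterophil markers, 0.00554 to 0.465 for myogenesis, 0.0169 to 0.786 for lipogenesis and 8.6e-06 to 0.242 for neural genes.

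Medians of the paper's lists moved with the pseudocount by its construction, since members lie near 0. With 0.01 they were −2.26 for glycosaminoglycan biosynthesis, −1.31 for muscle development, −3.25 for the top genes in lean and 2.28 for those in fat birds, and with 1 −0.57 for MAPK signaling and 0.47 for the top genes in fat birds. With a mean FPKM of at least 1 the last was 1.98. With TPM the ribosome list had 0.29. The hub genes of the fat state had 0.10 with FPKM and 0.00425 with TPM, and 0 of 8 passed for gene significance with FPKM, against 7. HBAA and EPAS1 together had 0.063 with FPKM, −0.033 with TPM and −0.035 with quantile normalization. Under FPKM and TPM as deposited and quantile normalization the median of all genes was −0.35, −0.43 and 0.05.

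The nearest library shared the condition for 15 libraries with FPKM as deposited (p = 0.0217), and with labels swapped within birds the p of the 11 was 0.0547, against 0.327. There were 37 modules with Spearman correlation. With birds left out, rho of module 2 ran from −0.85 to −0.67. Of 97 named genes fitted, 77 kept their sign in all 22 settings, and of the 47 called, the block lost 0 and added 19, and the covariate lost 47. The number of reads per gene is not given and was not estimated, which limits genes near 0.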

Differences from the paper's values

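All tests in this part were set before the result was seen. Alternatives named here were set before the data were examined. Fold changes attributed to the paper are from Table S2, with its standard error, and its comparison used read counts.

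The paper's count of genes that differ is 1167, against 371 here. FPKM as deposited, TPM as deposited and bird as a block come within 1.5 times of it, and the other alternatives do not. The paper has 890 of them lower in fat birds, against 255 here. FPKM as deposited (856), TPM as deposited (1225) and the block (630) come within 1.5 times of it, and the other alternatives do not. The rest of the 1167 and of the 371 are higher in fat birds, and the paper's count of these is more than 1.5 times the count here. The block, with 404 of these, comes within 1.5 times of the paper's count, and no other alternative does.

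For 30 genes named with a fold change in that table, 30 had the same sign here and 19 lay within the error. The paper's values come from the same libraries, so the shared sign is not independent evidence. The paper's log2 fold change is −4.05 for CHST15 (−1.02 here), −6.81 for TRPS1 (−2.47 here), −3.75 for ASPH (−0.89 here) and −4.32 for KCNMA1 (−1.23 here), and no alternative closes these gaps. For PROM1 it is −5.69 (−1.17 here) and for OLFML2B −5.67 (−1.36 here), which no alternative closes, and with fat libraries listed at 0 the fitted values depend on the pseudocount. For UST it is −2.37 (−1.16 here), which a pseudocount of 0.01 closes and the others do not. For TPM4 it is −1.28 (−2.40 here), closed by a pseudocount of 1, the block of 8 birds and the covariate with and without bird, and not by the others. For DCAKD it is 1.84 (0.91 here), closed by a pseudocount of 0.01 and without bird 4, 8 or 9, and not by the others. For SYT12 it is 1.63 (0.66 here), closed by quantile normalization and the covariate and not by the others. For QKI it is 0.44 (0.27 here), closed by the block of 8 birds and without bird 8 or 9, and not by the others.

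The paper calls HBAA higher in fat birds. Here its log2 fold change was 0.62 with an adjusted p of 0.11 (limma with Benjamini-Hochberg adjustment), and it was called with a pseudocount of 1 and with a mean FPKM of at least 1. Its adjusted p was 0.221 with bird as a block and 0.598 without a filter, although it was higher when fat in all 10 birds. The difference from the paper lies in the call, which depends on the model fitted, and not in the direction. Other genes that the paper calls were not called here over all genes. UST, DSE, CHSY1, CACNA2D2, TPM1 and TPM2 were called with FPKM or TPM as deposited and with bird as a block, UST also without bird 3 and TPM1 without bird 9. PROM1 was called with a pseudocount of 0.01 and with TPM, and OLFML2B with these, FPKM, the block, quality weights and without bird 9. TRIP12, TSC1 and CELF1 were called with the block, and TRIP12 and TSC1 without bird 9. CSMD3 lies below the expression filter and was called without it.

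The paper describes most libraries as clustering by condition, and here the nearest library shared the condition for 11 of 20 (15 with FPKM and 14 with TPM as deposited), and for 11 of the 14 whose nearest library was not from the same bird. It names the genes raised in lean birds as myogenic more than lipogenic, and here 0 of 10 myogenesis genes (limma, 5 at an unadjusted p under 0.05) and 3 of 14 lipogenesis genes were called, while the myogenesis list passed the camera test (adjusted p = 0.0209, from 0.00554 to 0.465 over the alternatives) and the lipogenesis list did not. With bird as a block 3 myogenesis genes were called lower in fat birds, against 3 lipogenesis genes lower and 1 higher, and with FPKM or TPM as deposited 4 against 3. No test compared these lists with each other. It lists FAU among genes raised in fat birds, while its Table S2 has FAU lower, at −0.81, and here FAU was lower as well, at −0.74, while 30 of the 32 genes of that list were higher. It names a module higher in fat birds among those past the threshold, and here 2 modules passed, both higher in lean birds. On log2 values 3 passed, 1 of them higher in fat birds, with Spearman correlation 2 and 1, and with FPKM as deposited 3 and 0.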

Other observations

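The tests of the covariate shuffles, of the trend with expression level and of depth were chosen only after the result was seen, as were the 20 bins of gene span and the count without short genes, and those of chance and mapping share were not.

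In 100 of the 512 ways to swap labels within birds, the real one included, 1 had as many as 371 genes called, and the largest other count was 1. In 100 of 92378 splits into 10 and 10 libraries, 1 had as many, and the largest other count was 3. Chance assignment of libraries can be excluded as the source of the number of calls.

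The uniquely mapped share was tied to the condition (r = 0.73 across the 20 libraries). With the share in the model 0 genes were called for the share itself by limma after adjustment, and 357 had an unadjusted p under 0.05. PC1 did not follow the share within lean (Pearson r = 0.28, permutation p = 0.423) or fat libraries (r = 0.12, permutation p = 0.74). For the changes within birds r was 0.55 (permutation p = 0.097), or −0.20 without the 2 farthest birds. With 10 libraries or birds in each, a weak relation cannot be excluded. When the share was shuffled within conditions, 34 of 100 shuffles left no more calls than the real share, with a median of 5 and a range from 0 to 559 calls. The loss of calls is consistent with a covariate tied to the condition that removes calls whatever it measures (34), and an effect of the share itself cannot be told apart from that of the condition, because the share and the condition move together (0 genes called for it).

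More genes above 0 in the lean libraries were not explained by depth. Of 8 birds with more aligned bases when fat, 6 had fewer genes above 0 when fat.

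From the fifth of genes with the shortest span to that with the longest, 74.8%, 47.8%, 70.6%, 72.1% and 74.3% of calls were lower in fat birds, and the longest had the lowest median log2 fold change, −0.19. Without genes of at most 200 bases the shares were 58.8%, 55.1%, 70.5%, 68.6% and 77.3%, and across genes, which are not independent replicates, rho between span and log2 fold change was −0.10 (−0.05 with them). These values go with a gain of long genes in the lean libraries. With the trend with span taken out of each library in 20 bins, 282 genes were called, 242 of them among the 371, and 61.3% were lower in fat birds, against 68.7% before, which argues against gene span as the whole cause of the direction. A part in it stays open.

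The trend with expression level was tested on lists with 10000 random lists of the same expression. Ribosomal protein genes had a median of 0.44, matched lists 0.26 (95% between 0.18 and 0.32; p = 0.0002, the smallest possible). Erythroid markers had 12 of 14 genes higher in fat birds with a median of 0.38 (camera, adjusted p = 2.46e-04, 0 called by limma and 6 at an unadjusted p under 0.05, 5 when adjusted over the list alone), and matched lists 0.27 (95% between 0.07 and 0.44; p = 0.2), so the trend with expression level is a candidate explanation of their rise. KEL, HEMGN and TFRC were called with bird as a block (adjusted p = 0.0169, 0.0179 and 0.0273). Matched lists gave p = 0.0002 for chaperones, 0.0702 for myogenesis and 0.689 for lipogenesis.

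Of 8 relations computed within conditions or over the changes of birds, 6 of them of PC1, 1 passed. In fat libraries PC1 rose with aligned bases (Pearson r = 0.85, permutation p = 0.0014, Benjamini-Hochberg adjusted 0.0112; Spearman rho = 0.82, permutation p = 0.00579, adjusted 0.0463), with r = 0.84 without the 2 libraries farthest from the median. In lean libraries the same relation had r = 0.38 (permutation p = 0.289) and rho = 0.09 (permutation p = 0.812), with r = 0.27 without the 2 farthest. The change of PC1 within birds did not follow the gain of body mass (r = 0.34, permutation p = 0.332; rho = 0.16, permutation p = 0.655; r = −0.21 without the 2 farthest).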
